# Epithelial membrane protein 2 (EMP2) regulates hypoxia-induced angiogenesis in the adult retinal pigment epithelial cell lines

**DOI:** 10.1038/s41598-022-22696-x

**Published:** 2022-11-12

**Authors:** Michel Sun, Nina Cherian, Lucia Liu, Ann M. Chan, Brian Aguirre, Alison Chu, Jason Strawbridge, Esther S. Kim, Meng-Chin Lin, Irena Tsui, Lynn K. Gordon, Madhuri Wadehra

**Keywords:** Retinal diseases, Stress signalling

## Abstract

Pathologic retinal neovascularization is a potentially blinding consequence seen in many common diseases including diabetic retinopathy, retinopathy of prematurity, and retinal vaso-occlusive diseases. This study investigates epithelial membrane protein 2 (EMP2) and its role as a possible modulator of angiogenesis in human retinal pigment epithelium (RPE) under hypoxic conditions. To study its effects, the RPE cell line ARPE-19 was genetically modified to either overexpress EMP2 or knock down its levels, and RNA sequencing and western blot analysis was performed to confirm the changes in expression at the RNA and protein level, respectively. Protein expression was evaluated under both normoxic conditions or hypoxic stress. Capillary tube formation assays with human umbilical vein endothelial cells (HUVEC) were used to evaluate functional responses. EMP2 expression was found to positively correlate with expression of pro-angiogenic factors HIF1α and VEGF at both mRNA and protein levels under hypoxic conditions. Mechanistically, EMP2 stabilized HIF1α expression through downregulation of von Hippel Lindau protein (pVHL). EMP2 mediated changes in ARPE-19 cells were also found to alter the secretion of a paracrine factor(s) in conditioned media that can regulate HUVEC migration and capillary tube formation in in vitro functional angiogenesis assays. This study identifies EMP2 as a potential mediator of angiogenesis in a human RPE cell line. EMP2 levels positively correlate with pro-angiogenic mediators HIF1α and VEGF, and mechanistically, EMP2 regulates HIF1α through downregulation of pVHL. This study supports further investigation of EMP2 as a promising novel target for therapeutic treatment of pathologic neovascularization in the retina.

## Introduction

Neovascularization (NV), the growth of new vasculature structures from existing ones, is a regulated process involved in the repair of various bodily tissues. Pathologic NV in the eye, however, is associated with numerous pathologies, that may result in severe visual impairment^1^. Within the eye, pathologic NV is most commonly observed in the cornea and retina, in diseases such as diabetic retinopathy, retinopathy of prematurity, age-related macular degeneration, and corneal neovascularization^2^.

Vascular endothelial growth factor (VEGF) is an important regulator of normal vascular development throughout the body^3^. However, up-regulation of pro-angiogenic factors like VEGF is also responsible for a variety of abnormal neovascular pathologies including pathologic ocular NV^4^. Ongoing research focuses on characterizing modulation of VEGF by regulatory proteins including hypoxia inducible factor 1-alpha (HIF1α), a protein identified to be an upstream regulator of VEGF and angiogenesis in experimental models of hypoxia-mediated neovascularization^5,6^. Inhibiting these pro-angiogenic factors is proven to be an effective strategy in therapeutic intervention, with intraocular anti-VEGF treatments demonstrating large reductions of NV in diabetic retinopathy, retinopathy of prematurity, and other ocular vascular pathologies^7,8^. However, these therapies are not risk-free, and there may be loss of therapeutic efficacy over time^9,10^. Accordingly, identifying other mechanisms that control pathologic NV could lead to much needed new therapeutic options.

Epithelial membrane protein 2 (EMP2) is expressed in multiple ocular tissues including the corneal epithelium and the retinal pigment epithelium^11^. We previously reported that EMP2 expression positively correlates with VEGF levels in the RPE-like cell line, ARPE-19^12^. Recently, we described a role for EMP2 in an alkali burn model of corneal neovascularization. Blocking EMP2 in a murine in vivo model of corneal neovascularization resulted in a significant decrease of NV; additionally, anti-EMP2 treatment subsequently decreased VEGF levels in animal models and in vitro in corneal endothelial cells^13^. In addition, in a murine model of oxygen-induced retinopathy (OIR), EMP2 KO mice demonstrated attenuated NV via downregulation of HIF1α and VEGF expression^8^. Outside of the eye, we have observed a correlation between levels of EMP2 expression and pathologic angiogenesis in a variety of tumor models in vitro including breast cancers^14^, endometrial cancers^15,16^, and glioblastoma^17–19^. However, the effect of hypoxia on EMP2 expression in RPE cells has not been investigated. In this paper, we demonstrate that expression of epithelial membrane protein 2 (EMP2) regulates von Hippel Lindau tumor suppressor protein (pVHL), leading to modulation of HIF1α, and subsequent neoangiogenic induction by ARPE-19 cells.

## Results

### EMP2 is highly expressed within RPE and RPE cell lines

To examine the expression profile of EMP2, we investigated the NEI’s eyeIntegration database, a large collection of RNA-seq gene expression datasets focusing on profiling specific ocular tissues^20^. Consistent with our published work^11^, EMP2 was highly expressed in lung, cornea, and RPE, with low expression in neurosensory retina under normal conditions (Fig. 1). Interestingly, EMP2 expression was higher in fetal retina than adult retina and also higher in fetal RPE than adult RPE, suggesting it may be important during early eye development. EMP2 was also highly expressed in the hTERT-RPE1 cell line used in this gene expression database, with expression in cell lines higher than expression in adult RPE and more consistent with expression levels of fetal RPE.

**Figure 1:**
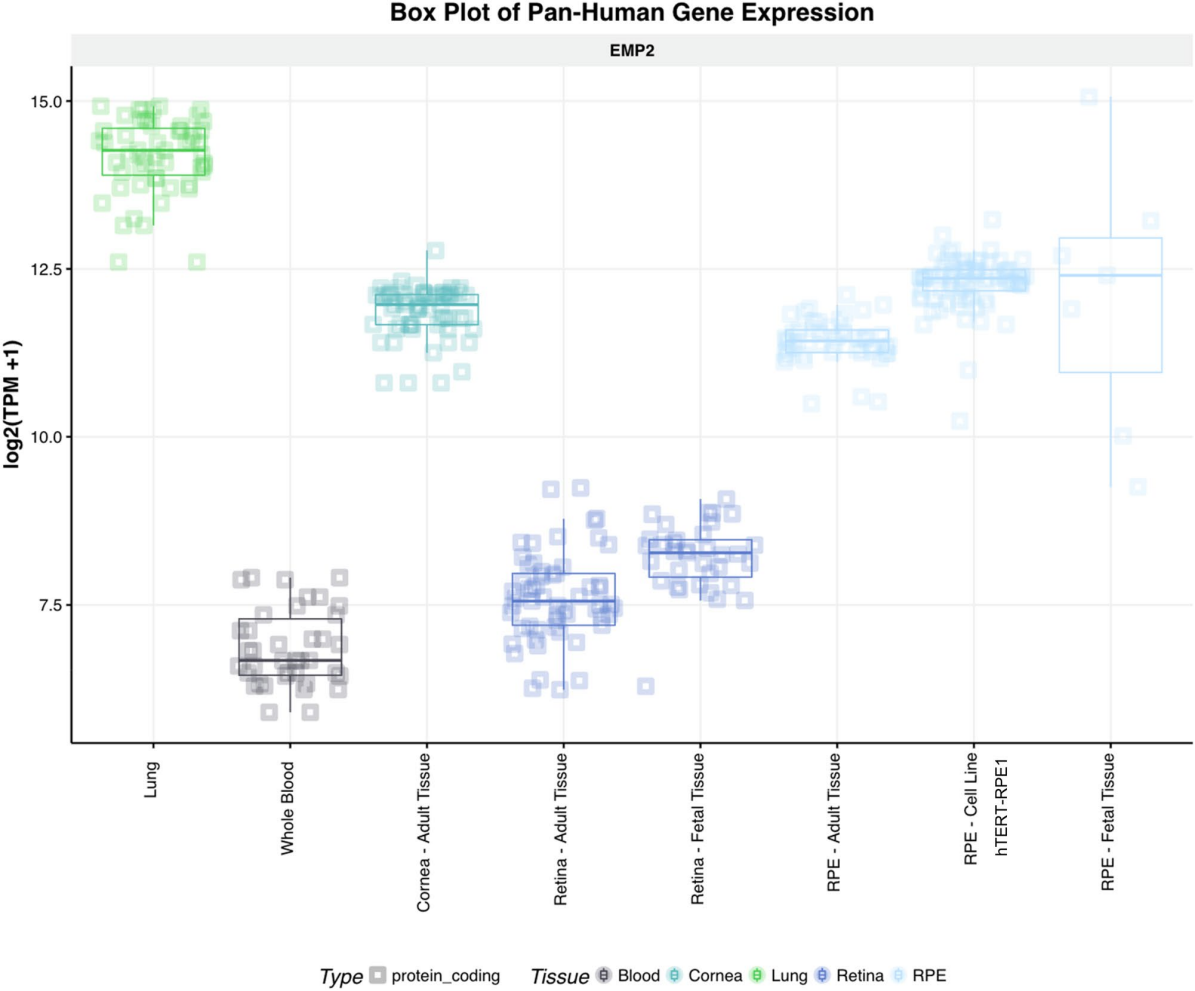
Differential expression of EMP2 in ocular tissues. Visualization generated using the NEI EyeIntegration web resource (https://eyeIntegration.nei.nih.gov), queried for differential expression of EMP2 in specific eye tissues of interest including adult cornea, adult retina, fetal retina, adult RPE, fetal RPE, and RPE cell line. Expression within these ocular sites was compared to EMP2 in the lung and whole blood, sites confirmed to have high and low expression of the transcript, respectively^17^. RPE cell line used is the hTERT-RPE1 line. Data obtained from EyeIntegration version 1.05 using the Gene 2019 dataset.

### ARPE-19 cells modified to change EMP2 expression levels still express traditional RPE markers

We used the immortalized ARPE-19 RPE-like cell line, which has a high baseline expression of EMP2 mRNA and protein, for the reported studies. 

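RNA sequencing data were analysed for 4 kinds of ARPE-19 cells, a human retinal pigment epithelial line. They were wild type (WT), a retroviral vector control (VC), EMP2 overexpressing (OE) and EMP2 knock down (KD) cells. Each was sequenced in triplicate after culture in normoxia and after culture in hypoxia at 0.5% oxygen, which gave 24 libraries. Hypoxia lasted 4 h by the labels and 2 to 4 h by the paper's methods. The paper describes reads of 50 bases from RNA depleted of ribosomal RNA, mapped with STAR to GRCh38. The authors deposited the reads counted per gene, 10796813 to 19779450 counts per library, and the same counts normalized by TMM. From the counts, the 24873 genes with at least 10 counts in total were tested in a single fit of the 8 groups with edgeR's quasi-likelihood test, after TMM normalization, at a Benjamini-Hochberg adjusted p under 0.01. Expression is given as CPM, counts scaled to a common library size by TMM. Each comparison of WT, OE and KD cells was made at both oxygen levels, since the paper's legends and methods for the RNA sequencing do not name the level, while its abstract names hypoxia for the mRNA of HIF1α and VEGF. Lists of genes were written before the data were examined, and each was tested as a set with camera at a preset inter-gene correlation of 0.01. Nothing in the labels says that the replicates are separate cultures, so the p-values measure only the spread between these libraries, which may be technical. The OE libraries carry 2 names, OE1 in set 3 and OE2 in the others, and the labels do not say whether these are 1 line. A difference between lines that has nothing to do with EMP2 cannot be told from its effect.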

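EMP2 encodes a tetraspan membrane protein and lies on chromosome 16 of GRCh38 (GENCODE v44) from 10528422 to 10580632. In WT cells in normoxia, EMP2 was at 54.6 ± 0.920 CPM (SD, n = 3), above 84.1% of the genes tested. Its paralogs EMP1, EMP3 and PMP22 were at 109.9 ± 3.38, 122 ± 3.42 and 77.1 ± 3.14 CPM in the same libraries (SD, n = 3). Across both oxygen levels, EMP2 ranged from 478 to 625 CPM in the 6 OE libraries, from 37.8 to 55.6 CPM in the 6 WT libraries and from 7.53 to 12.8 CPM in the 6 KD libraries, so each library lay on the side of WT that its label gives. Of the 4 family members, 1 was higher and 2 were lower in OE cells than in WT cells in normoxia, and the same numbers passed when adjusted over the list alone. Besides EMP2, PMP22, which encodes a myelin protein, fell by 0.90 on the log2 scale in OE cells (standard error 0.07, adjusted p = 3.39e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In KD cells PMP22 was the only member that rose, by 0.60 (standard error 0.07, adjusted p = 1.07e-07 from the same edgeR test).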

ARPE-19 cells were genetically modified to either overexpress EMP2 (OE) or knock down EMP2 (KD), and expression was evaluated using RNA sequencing. To confirm the appropriateness of the model, wild type (WT) ARPE-19 cells were first analyzed for RPE specific markers and its profile compared to MCF12A mammary epithelial cell lines that overexpress EMP2. WT ARPE-19 cells express high levels of specific RPE markers, including RPE65, MITF, BEST1, TYR, RLBP1, TYRP1, SERPINF1, EFEMP1, TJP1, GULP1, LAMP2, RAX, PAX6, and OTX2, consistent with a classical RPE phenotype (Fig. 2). In contrast, MCF-12A cells demonstrated low or undetectable levels of all RPE markers.

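Each of these 14 markers was detected in WT cells, at levels that differed widely. EFEMP1, which encodes a secreted matrix protein, was the highest in normoxia at 4194 ± 137 CPM (SD, n = 3). The lysosomal membrane gene LAMP2 was at 434 ± 30.4 CPM, and MITF, which encodes a transcription factor of pigment cells, at 158 ± 3.99 CPM. TJP1, a gene of tight junctions, was at 142 ± 13.8 CPM, and the eye transcription factor genes OTX2 and PAX6 were at 131 ± 6.00 and 112 ± 2.75 CPM. The melanin synthesis genes TYRP1 and TYR were at 62.7 ± 10.5 and 13.7 ± 2.19 CPM. BEST1, a chloride channel gene, was at 29.2 ± 4.00 CPM, SERPINF1, which encodes the secreted factor PEDF, at 20.4 ± 3.71 CPM, and the engulfment adaptor gene GULP1 at 13.5 ± 1.16 CPM. Exons of BEST1 lie opposite those of FTH1, and the strand setting of the counting is not stated. A part of the BEST1 reads may therefore come from FTH1. RAX, RLBP1 and RPE65 were the lowest. RAX, an eye field gene, was at 8.00 ± 0.807 CPM, and RLBP1, which encodes a retinoid carrier, at 4.00 ± 0.804 CPM. RPE65, the isomerase gene of the visual cycle (GRCh38 chromosome 1, 68428822 to 68449954), was at 1.13 ± 0.330 CPM from 16 to 21 counts per library, while a count of 0 allows up to 0.153 to 0.215 CPM in these libraries, for counting error only. RPE65 stood above 47.5% of the genes tested and RLBP1 above 55.0%. In hypoxia, 2 of the 14 markers rose and 5 fell in WT cells (2 and 7 when adjusted over the list alone). RAX rose by 1.24 on the log2 scale (standard error 0.17, adjusted p = 6.53e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and SERPINF1 fell by 1.04 (standard error 0.12, adjusted p = 7.15e-08 from the same edgeR test).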

**Figure 2:**
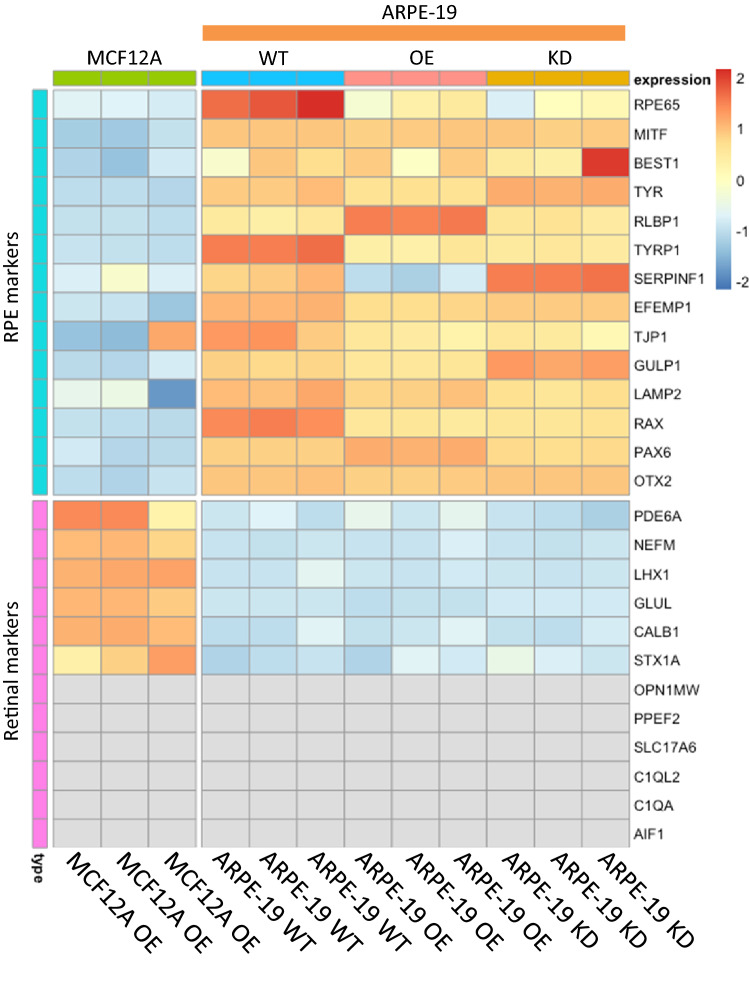
RNA sequencing of ARPE-19 cells for RPE and retinal markers. Wild type (WT), EMP2 overexpressing (OE), and EMP2 knock down (KD) ARPE-19 cells were queried for differential expression of classical RPE markers and retinal markers. A control cell line, MCF12A (immortalized breast cancer cell line) was analyzed in parallel, and results are presented as a heatmap generated in R studio using pheatmap, version 1.0.12 (https://CRAN.R-project.org/package=pheatmap.) High expression of RPE markers and low expression of retinal markers was observed in ARPE-19 cells, regardless of EMP2 expression. Both MCF12A and ARPE-19 cells showed low expression of most retinal markers (gray indicating zero transcripts identified). All samples were performed in triplicate.

The expression profile of the EMP2 modified cell lines were next assessed. Both the EMP2 OE and KD cell lines demonstrated similar expression to WT of all traditional RPE markers, suggesting genetic modification of EMP2 did not result in loss of typical RPE markers. 

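In normoxia, 10 of the 14 RPE markers differed from WT in OE cells, 2 of them higher and 8 lower (2 and 9 when adjusted over the list alone). RLBP1 rose from the WT level to 51.6 ± 3.63 CPM (SD, n = 3), a log2 fold change of 3.70 (standard error 0.16, adjusted p = 1.62e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PAX6 rose by 1.42 (standard error 0.10). SERPINF1 fell by 4.28 on the log2 scale to 1.05 ± 0.315 CPM, TYRP1 fell by 4.01 to 3.95 ± 1.48 CPM, RAX fell by 2.37 and EFEMP1 fell by 1.06. MITF, BEST1, GULP1 and LAMP2 did not pass the test in OE cells. In VC cells 3 markers were higher and 9 lower than in WT cells, also when adjusted over the list alone, with RLBP1 at 16.3 ± 0.857 CPM and TYRP1 at 8.56 ± 0.859 CPM. As a set, the markers were lower in OE cells by camera (adjusted p = 2.82e-04, but adjusted p = 0.0368 with an estimated correlation). In KD cells, 3 markers were higher and 7 lower than in WT cells, and the same numbers passed when adjusted over the list alone. SERPINF1, which was lower in OE cells, rose by 1.43 in KD cells to 54.6 ± 2.59 CPM (standard error 0.11, adjusted p = 1.80e-11 from the same edgeR test). GULP1 rose by 1.13 and TYR by 0.69. TYRP1 fell by 3.86, RPE65 fell by 3.73 and RAX fell by 2.27 in KD cells on the log2 scale. In hypoxia, 4 markers were higher and 5 lower in OE cells (5 and 5 when adjusted over the list alone), and 3 were higher and 5 lower in KD cells (3 lower without KD replicate 1). BEST1 was among the higher markers in hypoxic OE cells, at 226 ± 345 CPM, but it lies opposite FTH1, a highly expressed gene of the other strand, and its log2 fold change of 2.98 (adjusted p = 0.00964 from edgeR) became -0.10 without OE replicate 1 and missed the threshold without WT replicate 1, 2 or 3 (2.89, 3.14 and 2.93).

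**Figure D1:**
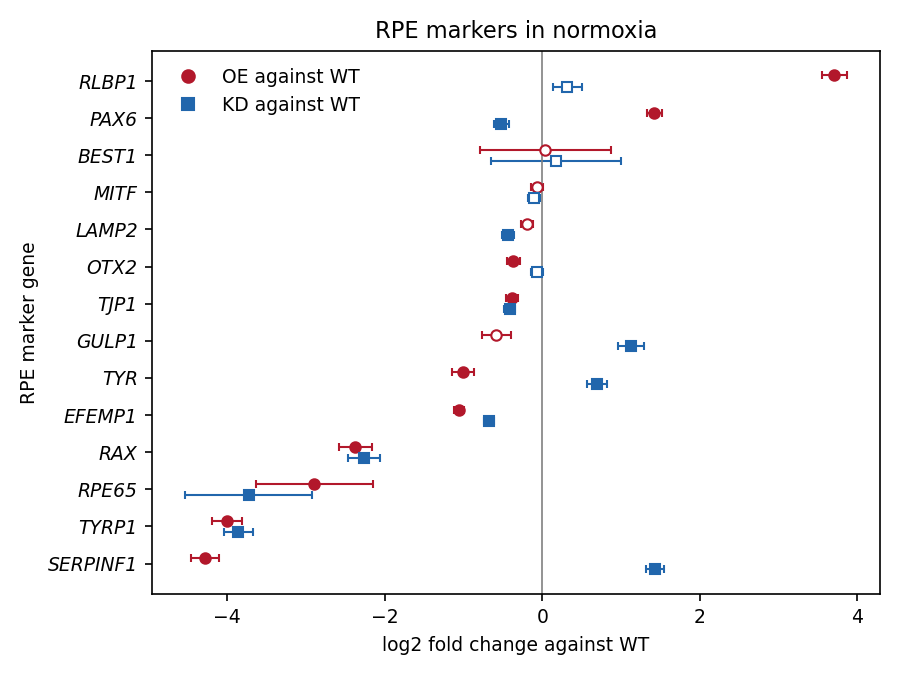
Log2 fold change of the 14 RPE markers in normoxia, in OE cells (circles) and in KD cells (squares) against WT cells, with bars of 1 standard error and filled symbols for an adjusted p under 0.01. RLBP1 lies at 3.70 in OE cells, and SERPINF1 lies at -4.28 in OE cells and at 1.43 in KD cells.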

The RPE cell lines all demonstrated comparatively low expression of neuroretina specific markers such as PDE6A, NEFM, LHX1, GLUL, CALB1, STX1A, and no detectable expression of the neuroretina markers OPN1MW, PPEF2, SLC17A6, C1QL2, C1QA, and AIF1 (Fig. 2). These data support the RPE lineage of the ARPE-19 cell line, and demonstrate no significant alterations in RPE lineage with changes in EMP2 expression.

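GLUL, the glutamine synthetase gene of Müller glia, was at 169 ± 3.64 CPM in WT cells in normoxia (SD, n = 3), above 95.6% of the genes tested. GLUL was at 143 ± 3.41 CPM in OE cells, a log2 fold change of -0.24 (standard error 0.06, adjusted p = 0.00301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without OE replicate 1 the fold change was again -0.24 but did not pass (adjusted p = 0.0117 from edgeR). In KD cells GLUL was at 176 ± 1.49 CPM and did not pass the test. STX1A, a gene of synaptic vesicle fusion, was at 7.14 ± 0.496 CPM in WT, 8.04 ± 1.28 CPM in OE and 8.90 ± 1.25 CPM in KD cells, differences that did not pass the test. PDE6A, a phosphodiesterase gene of rods, was at 0.180 ± 0.117 CPM in WT cells, from 1 to 6 counts per library. CALB1 and LHX1 had 2 and 1 counts in the 3 normoxic WT libraries together. In VC cells, however, CALB1 was at 27.0 CPM in normoxia and 45.0 CPM in hypoxia. NEFM, a neurofilament gene, had 0 counts in those libraries. OPN1MW, PPEF2, SLC17A6, C1QL2, C1QA and AIF1 had 0 counts in every WT, OE and KD library at both oxygen levels. A count of 0 over the 3 normoxic WT libraries allows up to 0.0579 CPM. Of the 12 neuroretina markers, 5 had enough counts over all libraries, those of VC cells included, to be tested. GLUL was the 1 called in OE cells in normoxia, also when adjusted over the list alone.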

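Genes that mark other tissues were also listed. Of 12 endothelial markers with enough counts, 3 were higher in KD cells than in WT cells in normoxia, also when adjusted over the list alone (camera adjusted p = 8.94e-07, and adjusted p = 0.00249 with an estimated correlation). These were TIE1, EGFL7 and ROBO4. EGFL7, which encodes a secreted factor of vessels, had a log2 fold change of 3.06 (standard error 0.14, adjusted p = 1.17e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In OE cells 3 endothelial markers were lower, also when adjusted over the list alone: TIE1, ROBO4 and KDR, the VEGF receptor gene, which fell by 1.99 on the log2 scale and was at 0.0889 ± 0.102 CPM in VC cells. Of 12 mammary and basal epithelial markers, 2 were higher in OE cells and 2 lower in KD cells, also when adjusted over the list alone, and the genes were TP63 and KRT23 in each. TP63, a transcription factor gene of basal epithelium, rose by 2.29 in OE cells (standard error 0.13, adjusted p = 2.41e-15 from the same edgeR test) and fell by 3.01 in KD cells. KRT23, another keratin gene, fell by 3.14 in KD cells but missed the threshold without WT replicate 2 or KD replicate 2 or 3 (-3.00, -2.51 and -2.65), which left 1 lower marker there. Among 8 eye field and RPE transcription factors, 2 were higher and 2 lower in OE cells, and 1 was higher and 2 lower in KD cells (2 and 2 in each line when adjusted over the list alone, and 2 higher in KD cells without WT replicate 1 or KD replicate 2). LHX2, which specifies the eye field, rose from 1.50 ± 0.514 CPM in WT cells to 13.8 ± 0.708 CPM in OE cells and to 7.17 ± 0.550 CPM in KD cells (SD, n = 3 each), and was at 8.15 ± 0.532 CPM in VC cells. Of 18 genes of pigment and the visual cycle, 3 were higher and 6 lower in OE cells (4 and 6 when adjusted over the list alone), and 4 were higher and 6 lower in KD cells, the same when adjusted over the list alone. STRA6, the retinol transporter gene, rose by 1.93 in OE cells and fell by 3.36 in KD cells.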

### ARPE-19 cells modified to change EMP2 expression levels differentially express genes related to angiogenesis and vascular development

To further characterize genes with higher or lower abundance that correlated with EMP2 levels, we performed gene ontology (GO) term over-representation analysis. Over 8000 genes were differentially expressed by alterations in EMP2 (adjusted *p* < 0.01), with the top 1000 genes being selected for clustering and enrichment analysis. 

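In normoxia, 7814 of 24873 genes differed among KD, WT and OE cells by edgeR's quasi-likelihood F-test at a Benjamini-Hochberg adjusted p under 0.01, and 9449 did in hypoxia. Against WT cells in normoxia, 2358 genes were higher and 2541 lower in OE cells, and 1644 were higher and 2414 lower in KD cells. The corresponding numbers in hypoxia were 3383 and 3243 in OE cells and 2215 and 2316 in KD cells. With only the libraries compared, 1656 genes were higher and 1755 lower in hypoxic OE cells. Without replicate 2 in all groups, 5080 genes differed among the lines in normoxia, 3025 did between OE and WT cells, and 2201 in normoxia and 2484 in hypoxia did between KD and WT cells. In VC cells in normoxia EMP2 did not pass the test (50.8 ± 1.34 CPM, log2 fold change -0.10, adjusted p = 0.364 from edgeR with Benjamini-Hochberg adjustment). Of the genes higher in OE cells in normoxia, 1268 were also higher and 279 lower in VC cells than in WT cells (independent lists give 466 and 378), and of those lower in OE cells, 1512 were also lower and 409 higher (407 and 502). For KD cells, 516 of the higher genes were also higher and 560 lower in VC cells (325 and 263), and 972 of the lower genes were also lower and 578 higher (387 and 477). A part of the excess may come from the shared WT libraries. Simulated unchanged groups shared 0 calls in each of 10 simulations, but they hold no changed genes and cannot show how large that part is. The gene with the smallest p at both oxygen levels was CDH11, which encodes a mesenchymal cadherin. CDH11 fell from 353 ± 8.51 CPM in WT cells to 0.999 ± 0.0588 CPM in KD cells (SD, n = 3, normoxia), a log2 fold change of -8.46 (standard error 0.10, adjusted p = 1.08e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PADI3, an arginine deiminase gene, rose in KD cells from 9.92 ± 0.218 to 119 ± 5.62 CPM. In OE cells, HEPH, a ferroxidase gene of iron export, rose from 0.193 ± 0.181 to 178 ± 12.1 CPM, a log2 fold change of 9.94 (standard error 0.25, adjusted p = 5.10e-20 from the same edgeR test). MGP, which encodes an inhibitor of calcification, was at 69.0 ± 3.79 CPM in OE cells and had 0 counts in WT cells. KRT81, a hair keratin gene with close paralogs that may share its reads, fell by 10.26 on the log2 scale from 1799 ± 74.8 to 1.47 ± 0.0872 CPM in OE cells. HEPH, MGP and KRT81 changed in the same direction in VC cells, to 56.8 ± 6.41, 5.68 ± 0.695 and 2.93 ± 0.559 CPM.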

Three conditions (KD, WT, and OE) were used for hierarchical clustering, with four groups of genes observed that clustered according to EMP2 levels (Fig. 3A). Group 1 enriched for genes associated with high EMP2 levels, and 506 genes positively correlated with EMP2 levels. In contrast, group 2 revealed 391 genes with reciprocal expression. 

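Among the 1000 genes with the smallest p in the comparison of KD, WT and OE cells, 411 had a lower mean in KD cells and a higher mean in OE cells than in WT cells in normoxia, and 327 did in hypoxia. EMP2 itself ranked 4 in normoxia. ANKRD1, a target gene of the coactivator YAP, was at 16.4 ± 0.304 CPM in KD, 65.6 ± 6.25 CPM in WT and 286 ± 14.2 CPM in OE cells (SD, n = 3 each, normoxia). ANKRD1 thus fell by 2.00 on the log2 scale in KD cells (standard error 0.09, adjusted p = 1.04e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and rose by 2.13 in OE cells (standard error 0.09, adjusted p = 1.53e-18 from the same edgeR test). CCN2, which encodes a matricellular growth factor, was at 146.0 ± 9.81 CPM in KD, 652 ± 62.4 CPM in WT and 2193 ± 383 CPM in OE cells. The epithelial keratin gene KRT7 was at 283 ± 28.6 CPM in KD, 1317 ± 148 CPM in WT and 2525 ± 247 CPM in OE cells. KRT13, a keratin gene of stratified epithelia, fell by 2.69 in KD cells and rose by 2.22 in OE cells on the log2 scale. KRT13 was at 29.6 ± 5.12 CPM in OE cells but at 0.0889 ± 0.102 CPM in VC cells, in which EMP2 did not pass the test. CA9, which encodes a carbonic anhydrase at the cell surface, fell by 3.25 in KD cells and rose by 1.61 in OE cells. Divisive clustering of the same 1000 genes, in place of sorting by means, gave 4 groups at each oxygen level. The group with the lowest means in KD cells held 487 genes in normoxia, and the group with the highest means in OE cells held 436 in hypoxia.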

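The reverse order, a lower mean in OE cells and a higher mean in KD cells than in WT cells, was found for 270 of the 1000 genes in normoxia and for 295 in hypoxia. TIE1, a receptor tyrosine kinase gene of endothelium, was at 0.735 ± 0.469 CPM in OE, 7.28 ± 0.894 CPM in WT and 171 ± 3.46 CPM in KD cells (SD, n = 3 each, normoxia). TIE1 fell by 3.33 on the log2 scale in OE cells (standard error 0.23, adjusted p = 1.21e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and rose by 4.54 in KD cells (standard error 0.13, adjusted p = 1.16e-20 from the same edgeR test). ROBO4, a guidance receptor gene of vessels, was at 11.7 ± 0.863 CPM in OE, 46.1 ± 3.84 CPM in WT and 182 ± 3.20 CPM in KD cells, but also at 13.1 ± 1.03 CPM in VC cells, whose difference from OE cells did not pass the test (adjusted p = 0.325 from edgeR). HLA-B, an antigen presenting gene whose reads may be shared with other HLA genes, was at 347 ± 17.2 CPM in OE, 1121 ± 26.8 CPM in WT and 2743 ± 86.1 CPM in KD cells. B2M, the light chain gene of those molecules, fell by 1.19 in OE cells and rose by 1.15 in KD cells. MMP19, a metalloproteinase gene, fell by 4.18 in OE cells and rose by 1.39 in KD cells. Divisive clustering gave 402 genes in normoxia and 464 in hypoxia for the group with the lowest means in OE cells.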

Several GO terms involved with angiogenesis and blood vessel morphogenesis were enriched by EMP2 (Fig. 3B) while low EMP2 levels altered processes associated with metabolism, cellular immunity, and motility (Fig. 3C). 

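Of 20 angiogenic growth factors and receptors, 2 were higher and 11 lower in OE cells than in WT cells in normoxia (2 and 12 when adjusted over the list alone), and camera placed the list lower as a set (adjusted p = 4.72e-06, and adjusted p = 0.00218 with an estimated correlation). NRP1, a coreceptor gene for VEGF, fell from 145 ± 10.2 to 14.3 ± 0.495 CPM (SD, n = 3 each), a log2 fold change of -3.34 (standard error 0.08, adjusted p = 9.55e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 higher genes were EFNB2, which encodes an arterial ephrin, and VEGFA, and 1 was left when any library but WT replicate 1 was left out. In KD cells, NRP1 was the 1 higher gene and 8 were lower (2 and 9 when adjusted over the list alone), with a camera adjusted p = 9.95e-04 but adjusted p = 0.0156 with an estimated correlation. NRP1 had a log2 fold change of 0.26 there (standard error 0.07) and narrowly missed the threshold without WT replicate 3 or KD replicate 1 (0.25 and 0.27, adjusted p = 0.0131 and 0.0100 from edgeR), and 2 genes were higher without WT replicate 1 or 2 or KD replicate 3. PDGFD, a platelet-derived growth factor gene, fell by 5.93 on the log2 scale in KD cells. Of 31 genes of epithelial junctions and keratins, 14 were higher and 1, TJP1, lower in OE cells, also when adjusted over the list alone (camera adjusted p = 6.43e-06, and adjusted p = 0.00553 with an estimated correlation), and 11 were lower in KD cells (14 when adjusted over the list alone).
Of 24 genes of cholesterol synthesis, 20 were higher in KD cells, also when adjusted over the list alone (camera adjusted p = 9.11e-18, and adjusted p = 0.00485 with an estimated correlation), and 18 were lower in OE cells (19 when adjusted over the list alone). In VC cells 15 of them were also lower and 4 higher than in WT cells (17 and 4 when adjusted over the list alone). HMGCS1, which encodes the synthase at the start of the pathway, rose by 1.56 in KD cells (standard error 0.11, adjusted p = 2.69e-12 from the same edgeR test), and MVD, a decarboxylase gene of the pathway, rose by 1.05 in KD cells and fell by 1.18 in OE cells. Of 28 genes of inflammatory cytokines and NF-kB targets, 16 were lower in OE cells (17 when adjusted over the list alone), and in KD cells 1 was higher and 15 were lower (2 and 17 when adjusted over the list alone, and 2 higher without WT replicate 3 or KD replicate 3). PTX3, which encodes a secreted pattern recognition protein, fell by 3.16 in OE cells, and CCL7, a monocyte chemokine gene, rose by 4.28 in KD cells. Of 16 genes of antigen presentation, 11 were lower in OE cells, also when adjusted over the list alone, and in KD cells 8 were higher and 1, TAPBP, was lower (9 and 1 when adjusted over the list alone). Of 20 matrix proteases and inhibitors, 5 were higher and 10 lower in OE cells (5 and 11 when adjusted over the list alone). PLAU, the urokinase gene, fell by 3.02 in OE cells. Among 18 integrins and genes of FAK-SRC signalling, 3 were higher and 10 lower in KD cells (3 and 11 when adjusted over the list alone). CAV1, the caveolin gene, fell by 1.38 in OE cells and rose by 0.88 in KD cells.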

A summary of genes present within these GO terms, enriched or reduced by EMP2, are presented in Tables 1 and 2.

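The 10 terms of Table 1 name 148 genes that had enough counts, and all 148 differed among KD, WT and OE cells in normoxia by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. Of these, 117 had means in the order KD, WT and OE, and 105 were among the 1000 genes with the smallest p. Against WT cells in normoxia, 101 were higher and 21 lower in OE cells, and 131 were lower in KD cells. VC cells, in which EMP2 did not pass the test against WT, had 51 higher and 66 lower, and against VC cells 112 were higher and 14 lower in OE cells. NPPB, a natriuretic peptide gene of the table, rose from 1.60 ± 0.480 CPM in WT cells to 64.6 ± 6.80 CPM in OE cells (SD, n = 3 each). MYO7A, a myosin gene, fell by 7.95 on the log2 scale in KD cells (standard error 0.17, adjusted p = 1.04e-24 from the same edgeR test). The terms of Table 2 name 125 genes that had enough counts. All 125 differed among the lines in normoxia, 81 had means in the order OE, WT and KD, and 93 were among the 1000 genes with the smallest p. In OE cells 120 of them were lower than in WT cells, while in KD cells 66 were higher and 24 lower. In VC cells 90 of the 125 were lower as well and 23 higher, and against VC cells 64 were lower and 26 higher in OE cells. CMKLR1, the chemerin receptor gene, was at 0.205 ± 0.0923 CPM in OE, 26.3 ± 2.41 CPM in WT and 116 ± 4.31 CPM in KD cells, and at 0.0433 ± 0.0375 CPM in VC cells. In hypoxia, 144 of the genes of Table 1 and 121 of Table 2 differed among the lines, 99 and 82 had means in these orders, and 84 and 75 were among the 1000 genes with the smallest p. The genes of both tables were selected by the study, probably on these libraries, and are not independent evidence.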

**Figure 3:**
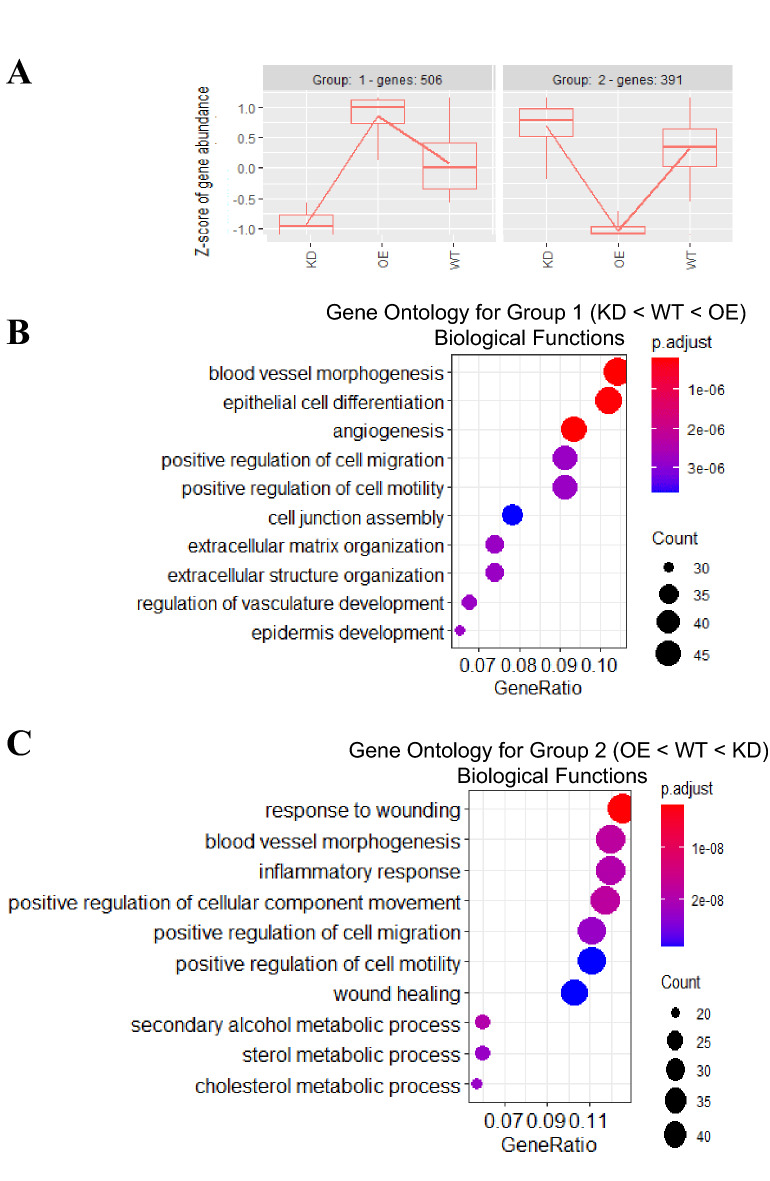
Transcriptome patterns and properties of genes impacted by EMP2 modification. Changes in gene expression across wild type (WT), EMP2 overexpressing (OE), and EMP2 knock down (KD) ARPE-19 cells were queried by the likelihood ratio test. (**A**) Hierarchical clustering analysis of the top 1000 significant genes (FDR < 0.01) by the *degPatterns* tool within the DEGreport R package (version 1.26.0) reveals four distinct expression profile groups. (**B**, **C**) Enriched biological property gene ontology (GO) terms for group 1 and group 2 cluster genes, respectively. The top 10 GO terms ordered by gene ratio (number of GO term-related genes divided by total number of significant genes) identify angiogenesis and vasculature-related terms as significantly enriched for group 1 genes. Dot color represents the Benjamini–Hochberg adjusted *p* value for each enriched GO term. All samples were performed in triplicate.

**Table 1:** Gene Set Enrichment Analysis was performed on differentially expressed transcripts in ARPE-19 cells with modified EMP2 levels, with the top 10 Go ontology terms from Group 1 (KD < WT < EMP2) shown.

Description	Count	Genes
Blood vessel morphogenesis	48	ADGRG1/ADTRP/ANGPTL4/ANXA3/B4GALT1/BMPER/CCN2/COL4A1/COL4A2/COL4A3/CTSH/CXCL8/EFNB2/EMC10/EMP2/ENPP2/EPHA2/HDAC7/HEG1/HES1/HIF1A/IL18/ITGA5/ITGAV/JUNB/JUP/LOX/LOXL2/MCAM/MMP2/MYH9/MYOCD/NPPB/PARVA/PLK2/PLXND1/PTGIS/RHOB/SERPINE1/SFRP1/SHB/SPHK1/SULF1/TGFB2/TGFBI/THBS1/TNFRSF12A/UNC5B
Angiogenesis	43	ADGRG1/ADTRP/ANGPTL4/ANXA3/B4GALT1/BMPER/CCN2/COL4A1/COL4A2/COL4A3/CTSH/CXCL8/EFNB2/EMC10/EMP2/ENPP2/EPHA2/HDAC7/HIF1A/IL18/ITGA5/ITGAV/JUP/LOXL2/MCAM/MMP2/MYH9/NPPB/PARVA/PLK2/PLXND1/PTGIS/RHOB/SERPINE1/SFRP1/SHB/SPHK1/SULF1/TGFB2/TGFBI/THBS1/TNFRSF12A/UNC5B
Epithelial cell differentiation	47	ACADVL/ACTA2/AFDN/AJAP1/AKR1C3/ARHGEF26/B4GALT1/CCND1/CDKN1A/CLDN1/COL4A1/CYP26B1/DSC2/DSG2/ELF3/EPHA2/ERBB4/EZR/HEG1/HES1/HIF1A/ICAM1/IVL/JUP/KRT13/KRT18/KRT33B/KRT7/KRT80/KRT86/LBH/LIF/MAF/MYO7A/NRG1/PALLD/PAX6/PODXL/RARA/SERPINE1/SFRP4/SIPA1L3/SRC/TGM1/TP63/TPRN/TRIOBP
Positive regulation of cell migration	42	ANXA3/BDKRB1/CLDN1/CSF1R/CTSH/CXCL8/DOCK5/EDN2/EMC10/ENPP2/FAM83H/FOXP1/GPER1/HDAC7/HIF1A/ICAM1/IGF1R/IGFBP5/ITGA5/ITGAV/MCAM/MYO1C/NEDD9/NOX4/P2RY6/PDGFD/PIK3R1/PLK2/PODXL/RAC2/RHOB/SEMA3B/SEMA7A/SERPINE1/SH3RF2/SPHK1/SRC/SSH1/TGFB2/THBS1/VSIR/ZNF268
Regulation of vasculature development	31	ANGPTL4/ANXA3/BMPER/COL4A2/COL4A3/CTSH/CXCL8/EFNB2/EMC10/EMP2/ENPP2/EPHA2/GPER1/HDAC7/HIF1A/ITGA5/JUP/MYOCD/NPPB/PDGFD/PLK2/PLXND1/PTGIS/RHOB/SERPINE1/SFRP1/SPHK1/SULF1/TGFB2/THBS1/TNFRSF12A
Epidermis development	30	AKR1C3/CCN2/CYP26B1/DSC2/DSG2/EPHA2/FOXQ1/HES1/IGFBP5/IVL/JUP/KRT13/KRT18/KRT33B/KRT7/KRT80/KRT86/LAMB3/LGR4/MYO7A/PALLD/PAX6/PLOD1/SFRP4/TGFB2/TGM1/TNFRSF19/TP63/TPRN/TRIOBP
Positive regulation of cell motility	42	ANXA3/BDKRB1/CLDN1/CSF1R/CTSH/CXCL8/DOCK5/EDN2/EMC10/ENPP2/FAM83H/FOXP1/GPER1/HDAC7/HIF1A/ICAM1/IGF1R/IGFBP5/ITGA5/ITGAV/MCAM/MYO1C/NEDD9/NOX4/P2RY6/PDGFD/PIK3R1/PLK2/PODXL/RAC2/RHOB/SEMA3B/SEMA7A/SERPINE1/SH3RF2/SPHK1/SRC/SSH1/TGFB2/THBS1/VSIR/ZNF268
Extracellular matrix organization	34	ADAMTS2/ADAMTS5/ADAMTS7/ADTRP/B4GALT1/CCN2/COL4A1/COL4A2/COL4A3/COL5A1/COL9A2/DDR1/ELF3/FLRT2/ICAM1/ITGA5/ITGA7/ITGAV/ITGB5/LAMB3/LOX/LOXL2/LTBP3/MELTF/MMP2/MMP24/PHLDB1/RIC1/SERPINE1/SULF1/SULF2/TGFB2/TGFBI/THBS1
Extracellular structure organization	34	ADAMTS2/ADAMTS5/ADAMTS7/ADTRP/B4GALT1/CCN2/COL4A1/COL4A2/COL4A3/COL5A1/COL9A2/DDR1/ELF3/FLRT2/ICAM1/ITGA5/ITGA7/ITGAV/ITGB5/LAMB3/LOX/LOXL2/LTBP3/MELTF/MMP2/MMP24/PHLDB1/RIC1/SERPINE1/SULF1/SULF2/TGFB2/TGFBI/THBS1
Cell junction assembly	36	ACTN1/AFDN/AMIGO2/ARVCF/ASIC2/BDNF/CDH10/CDH11/CLDN1/CLSTN2/CORO1C/EFNB2/EPHA2/ERBB4/FLRT2/FLRT3/FMN1/GPC4/HDAC7/HEG1/ITGA5/JUP/LAMB3/LIMCH1/LSR/MYO1C/NLGN4X/NRG1/OXTR/PLXND1/PTPRJ/SFRP1/SRC/THBS1/TNS1/UGT8

**Table 2:** Gene Set Enrichment Analysis was performed on differentially expressed transcripts in ARPE-19 cells with modified EMP2 levels, with the top 10 Go ontology terms from Group 2 (EMP2 < WT < KD) shown.

Description	Count	Genes
Response to wounding	44	ABHD2/ANO6/ANXA6/APOE/CAV1/CD109/CD36/CSRP1/DOCK8/DPYSL3/ETS1/F2R/F2RL2/F3/FBLN1/GAS6/GLI3/GNA12/ITGB1/ITPK1/KCNK2/MDK/MYLK/MYOF/NREP/NRP1/PLAT/PLAU/PPARD/PRCP/PRKAR2B/PTPRF/PTPRS/RAB27A/SDC1/SERPINA1/SH2B3/TFPI/TGFBR2/TIMP1/TLR4/TNFAIP3/VANGL2/WNT5B
Blood vessel morphogenesis	42	ADGRA2/ANGPTL2/APOE/ATP2B4/C3/CAV1/CCBE1/COL8A2/CREB3L1/CYP1B1/ECM1/EGFL7/EPAS1/ETS1/F3/FGFR1/FMNL3/FZD8/GPNMB/HMGA2/ITGB1/LDLR/LEF1/LRP5/MDK/MMP14/MMP19/MYLK/NRP1/PRCP/PRRX1/PTPRB/ROBO4/SERPINF1/SHC1/SMO/SPRY2/ STAT3/TGFBR2/TIE1/TNFAIP3/ZMIZ1
Positive regulation of cellular component movement	41	ADGRA2/ANO6/ARHGEF2/CAV1/CCBE1/CCL7/CD274/CEMIP/CMKLR1/CSF1/DAB2/DOCK8/ETS1/F2R/F3/FGFR1/GAS6/GPNMB/IL1R1/ITGA6/ITGB1/LAMB1/LEF1/LPAR1/MAP2/MDK/MMP14/MMP9/MYLK/NRP1/PLAU/PREX1/SEMA3F/SEMA6B/SMO/SOD2/SPRY2/STAT3/ STMN1/TGFBR2/WNT5B
Inflammatory response	42	ANO6/APOE/C3/C4B/CAMK4/CCL7/CD36/CLU/CMKLR1/CSF1/ECM1/ETS1/F2R/F3/HRH1/IFI16/IL1R1/IL1RAP/IL4R/IRAK2/LDLR/MAPT/MDK/MGLL/MMP9/MVK/NAMPT/OSMR/PPARD/PRCP/PTX3/PXK/S1PR3/SDC1/SERPINA1/SERPINF1/SMO/STAT3/TIMP1/TLR4/TNFAIP3/TNFRSF11A
Secondary alcohol metabolic process	21	ABCA1/ACAT2/APOE/DGAT2/DHCR7/ELOVL6/FDFT1/FDPS/FGFR1/IDI1/LDLR/LRP5/LSS/MSMO1/MVD/MVK/NPC1/PPARD/SCD/SQLE/ SREBF2
Positive regulation of cell migration	39	ADGRA2/ANO6/ARHGEF2/CAV1/CCBE1/CCL7/CD274/CEMIP/CMKLR1/CSF1/DAB2/DOCK8/ETS1/F2R/F3/FGFR1/GAS6/GPNMB/IL1R1/ITGA6/ITGB1/LAMB1/LEF1/LPAR1/MDK/MMP14/MMP9/MYLK/NRP1/PLAU/PREX1/SEMA3F/SEMA6B/SMO/SOD2/SPRY2/STAT3/TGFBR2/WNT5B
Cholesterol metabolic process	20	ABCA1/ACAT2/APOE/DGAT2/DHCR7/ELOVL6/FDFT1/FDPS/IDI1/LDLR/LRP5/LSS/MSMO1/MVD/MVK/NPC1/PPARD/SCD/SQLE/SREBF2
Sterol metabolic process	21	ABCA1/ACAT2/APOE/CYP1B1/DGAT2/DHCR7/ELOVL6/FDFT1/FDPS/IDI1/LDLR/LRP5/LSS/MSMO1/MVD/MVK/NPC1/PPARD/SCD/SQLE/ SREBF2
Wound healing	36	ANO6/ANXA6/APOE/CAV1/CD109/CD36/CSRP1/DOCK8/ETS1/F2R/F2RL2/F3/FBLN1/GAS6/GLI3/GNA12/ITGB1/ITPK1/MYLK/MYOF/PLAT/PLAU/PPARD/PRCP/PRKAR2B/RAB27A/SDC1/SERPINA1/SH2B3/ TFPI/TGFBR2/TIMP1/TLR4/TNFAIP3/VANGL2/WNT5B
Positive regulation of cell motility	39	ADGRA2/ANO6/ARHGEF2/CAV1/CCBE1/CCL7/CD274/CEMIP/CMKLR1/CSF1/DAB2/DOCK8/ETS1/F2R/F3/FGFR1/GAS6/GPNMB/IL1R1/ITGA6/ITGB1/LAMB1/LEF1/LPAR1/MDK/MMP14/MMP9/MYLK/NRP1/PLAU/PREX1/SEMA3F/SEMA6B/SMO/SOD2/SPRY2/STAT3/TGFBR2/WNT5B

### EMP2 expression modulates HIF1α and VEGF mRNA expression

Several gene sets important for angiogenesis, such as those correlated with blood vessel morphogenesis and vascular development, correlate with changes in EMP2 expression. Using a chord diagram to display the inter-relationships between genes involved in vasculogenesis, 27 genes were isolated as being enriched by EMP2 (Fig. 4A). 

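The terms blood vessel morphogenesis, angiogenesis and regulation of vasculature development of Table 1 share 28 genes. In normoxia, 19 of the 28 were higher in OE cells than in WT cells, 4 were lower and 5 did not pass the test, while in KD cells 24 were lower and 4 did not pass. In VC cells 10 were higher and 12 lower than in WT cells, and 25 were higher and 1 lower in OE than in VC cells. ANGPTL4, which encodes a secreted regulator of lipid metabolism and vessels, was at 112 ± 8.80 CPM in OE cells and 0.100 ± 0.0443 CPM in WT cells (SD, n = 3 each), a log2 fold change of 10.07 (standard error 0.40, adjusted p = 9.82e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ANGPTL4 was also at 56.7 ± 4.04 CPM in VC cells, and in hypoxia it was at 141 ± 10.7 CPM in VC cells and 77.2 ± 27.3 CPM in OE cells. COL4A3, a basement membrane collagen gene, rose by 3.58 in OE cells. ANGPTL4, COL4A3, RHOB and SPHK1 did not pass the test in KD cells. EMC10, a gene of the endoplasmic reticulum, was at 181 ± 11.6 CPM in OE, 66.6 ± 2.33 CPM in WT and 0.484 ± 0.255 CPM in KD cells, and at 239 ± 6.33 CPM in VC cells. JUP, the plakoglobin gene, rose by 2.18 in OE cells and fell by 4.06 in KD cells, and PTGIS, the prostacyclin synthase gene, rose by 2.37 and fell by 1.60. THBS1, which encodes a secreted inhibitor of angiogenesis, rose by 0.62 in OE cells (standard error 0.09) and fell by 3.38 in KD cells (standard error 0.10, adjusted p = 2.76e-21 from the same edgeR test). CXCL8, ENPP2, SFRP1 and ITGA5 were lower in both lines. CXCL8, a chemokine gene, was at 151 ± 14.6 CPM in WT, 17.0 ± 0.609 CPM in OE, 5.69 ± 0.328 CPM in KD and 45.6 ± 6.95 CPM in VC cells. ENPP2, the autotaxin gene, fell by 2.58 in OE cells and fell by 4.17 in KD cells, and ITGA5, the fibronectin receptor gene, fell by 1.07 and fell by 1.08. In hypoxia, 17 of the 28 were higher and 6 lower in OE cells, and 24 were lower in KD cells, where EFNB2 was the 1 higher gene but missed the threshold without any 1 of the WT or KD libraries (log2 fold change 0.39 with all of them and from 0.34 to 0.44 without 1). The study selected these genes, so the counts are not independent evidence.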

Further interrogation of differentially expressed genes in the OE and KD groups revealed significant changes (FDR < 0.01) in HIF1α and VEGF mRNA expression (Fig. 4B). Both transcripts significantly correlated with EMP2 levels, suggesting EMP2 may play a role in modulating select angiogenic factors in RPE cells. 

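HIF1A encodes the oxygen-regulated subunit of the transcription factor HIF-1 and lies on chromosome 14 of GRCh38 (GENCODE v44) from 61695513 to 61748259. In normoxia HIF1A was at 992 ± 36.9 CPM in OE, 586 ± 21.0 CPM in WT and 465 ± 23.4 CPM in KD cells (SD, n = 3 each). The log2 fold change against WT cells was 0.76 in OE cells (standard error 0.08, adjusted p = 2.85e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.33 in KD cells (standard error 0.08, adjusted p = 0.00151 from the same edgeR test). The fall in KD cells missed the threshold without WT replicate 1, 2 or 3 or KD replicate 2 or 3 (log2 fold changes -0.27, -0.29, -0.31, -0.29 and -0.26). In hypoxia HIF1A was at 700 ± 101 CPM in OE, 276 ± 16.5 CPM in WT and 304 ± 4.51 CPM in KD cells. It was higher in OE cells by 1.34 and did not pass the test in KD cells (log2 fold change 0.14, standard error 0.08, adjusted p = 0.211 from edgeR). VEGFA, which encodes the main endothelial growth factor, lies on chromosome 6 from 43770184 to 43786487. In normoxia VEGFA was at 528 ± 2.22 CPM in OE, 422 ± 40.7 CPM in WT and 334 ± 29.9 CPM in KD cells. The log2 fold change was 0.32 in OE cells (standard error 0.09, adjusted p = 0.00518 from edgeR) and -0.34 in KD cells (standard error 0.09, adjusted p = 0.00395 from edgeR). The rise in OE cells missed the threshold without WT replicate 2 or 3 or OE replicate 1, 2 or 3 (0.31, 0.24, 0.30, 0.31 and 0.30). The fall in KD cells missed it without WT replicate 1 or 2 or KD replicate 1, 2 or 3 (-0.24, -0.28, -0.33, -0.33 and -0.23). Both genes passed the F-test of KD, WT and OE cells together in normoxia (adjusted p = 1.02e-12 for HIF1A and 1.12e-06 for VEGFA from edgeR). In hypoxia VEGFA was at 1242 ± 46.3 CPM in WT cells and lower in both other lines, at 658 ± 103 CPM in OE cells (log2 fold change -0.92, adjusted p = 4.82e-10 from edgeR) and 701 ± 19.6 CPM in KD cells (log2 fold change -0.82, adjusted p = 9.72e-09 from edgeR). In VC cells in normoxia HIF1A was at 532 ± 22.1 CPM and VEGFA at 174 ± 7.14 CPM. Antisense transcripts overlap exons of both genes, and the strand setting of the counting is not stated, so a part of their reads cannot be assigned with certainty.

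**Figure D2:**
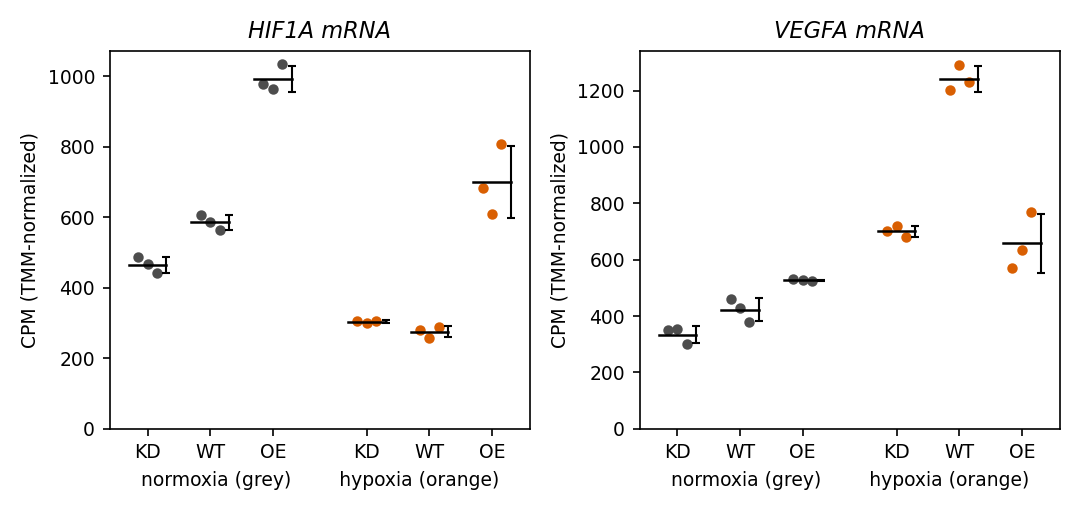
Expression of HIF1A and VEGFA in CPM in each of the 3 libraries of KD, WT and OE cells in normoxia and in hypoxia (points), with the group mean (line) and its SD (bar). The mean of HIF1A in OE cells is 992 CPM in normoxia and 700 CPM in hypoxia, and the mean of VEGFA in WT cells is 422 CPM in normoxia and 1242 CPM in hypoxia.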

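A correlation with EMP2 across these libraries was not computed, because the WT, OE and KD libraries form 3 separate clusters of EMP2 expression with 3 libraries each at an oxygen level. Instead, the genes that HIF activates were followed. Of 38 HIF target genes, 23 were higher and 4 lower in OE cells than in WT cells in normoxia (23 and 6 when adjusted over the list alone), and camera placed them higher as a set (adjusted p = 1.74e-07, but adjusted p = 0.0738 with an estimated correlation). In KD cells 21 were higher and 7 lower (22 and 8 when adjusted over the list alone), with a camera adjusted p = 3.13e-07 but adjusted p = 0.0692 with an estimated correlation, and 4 were lower without WT replicate 1 or 2 or KD replicate 1, 2 or 3. HK2, the hexokinase gene, rose by 1.23 in OE cells (standard error 0.10, adjusted p = 1.58e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 0.73 in KD cells. LDHA, the lactate dehydrogenase gene, rose by 1.19 in OE cells, from 909 ± 14.0 CPM to 2075 ± 28.5 CPM (SD, n = 3 each). In VC cells LDHA was at 1980 ± 28.7 CPM, and 21 HIF target genes were higher and 11 lower than in WT cells (22 and 12 when adjusted over the list alone). NDRG1, a stress response gene that HIF activates, fell by 0.74 in OE cells and rose by 1.28 in KD cells on the log2 scale. CA12, a carbonic anhydrase gene, fell by 6.66 in OE cells and fell by 1.38 in KD cells. Of 16 genes of glycolysis, many of them also on the list of HIF target genes, 8 were higher and 1 lower in each line (10 and 1 in OE cells and 9 and 1 in KD cells when adjusted over the list alone). In VC cells 12 were higher and 2 lower, also when adjusted over the list alone (1 lower without WT replicate 3 or VC replicate 3). In hypoxia, 1 HIF target gene was higher and 26 were lower in OE cells than in WT cells, also when adjusted over the list alone (camera adjusted p = 2.39e-15, and adjusted p = 0.00890 with an estimated correlation), and 14 were higher and 8 lower in KD cells (17 and 8 when adjusted over the list alone, and 9 higher without KD replicate 3). NDRG1 was at 461 ± 76.1 CPM in hypoxic OE cells and 3916 ± 64.3 CPM in hypoxic WT cells. From the changes of HIF1α and VEGF mRNA with EMP2, the paper proposes that EMP2 may have a part in the control of some angiogenic factors of RPE cells.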

As expected, expression of EMP2 was significantly higher in the overexpressing line and lower in the knock down, confirming effective modulation in this ARPE-19 panel. 

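In normoxia EMP2 was at 586 ± 52.0 CPM in OE cells and 12.2 ± 0.910 CPM in KD cells (SD, n = 3 each). Against WT cells this was a log2 fold change of 3.42 in OE cells (standard error 0.09, adjusted p = 6.12e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -2.16 in KD cells (standard error 0.10, adjusted p = 4.00e-17 from the same edgeR test). The hypoxic cells gave 558 ± 74.5 CPM in OE, 41.2 ± 3.11 CPM in WT and 7.73 ± 0.181 CPM in KD cells, with log2 fold changes of 3.76 in OE cells and -2.42 in KD cells. Within WT cells, EMP2 fell by 0.40 on the log2 scale in hypoxia (standard error 0.09, adjusted p = 5.13e-04 from edgeR).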

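MT-RNR1, a mitochondrial ribosomal RNA gene (positions 648 to 1601 of the mitochondrial genome in GRCh38), was at 545 ± 15.9 CPM in WT, 476 ± 69.0 CPM in OE and 497 ± 32.7 CPM in KD cells in normoxia (SD, n = 3 each). Its log2 fold change was -0.20 in OE cells (standard error 0.13, adjusted p = 0.327 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.13 in KD cells (standard error 0.13, adjusted p = 0.561 from the same edgeR test). In hypoxia it did not pass the test either, with log2 fold changes of -0.34 and -0.35. VCP, which encodes an abundant ATPase, was at 446 ± 15.4 CPM in WT, 439.8 ± 17.7 CPM in OE and 474 ± 10.3 CPM in KD cells in normoxia, with log2 fold changes of -0.02 in OE cells (adjusted p = 0.919 from edgeR) and 0.09 in KD cells (adjusted p = 0.501 from edgeR). In hypoxia VCP was at 472 ± 50.8 CPM in OE cells and 384 ± 22.4 CPM in WT cells, a log2 fold change of 0.30 (standard error 0.08, adjusted p = 0.00217 from edgeR). This call was lost without WT replicate 2 or 3 or OE replicate 2 (0.28, 0.26 and 0.22). The F-test of KD, WT and OE cells together called VCP in hypoxia (adjusted p = 6.03e-04 from edgeR) but not in normoxia (adjusted p = 0.486 from edgeR). MT-RNR1 passed the F-test at neither oxygen level.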

The mitochondrial gene MT-RNR1 and valosin-containing protein gene VCP, housekeeping genes for gene expression normalization, showed no statistically significant differences between groups.

**Figure 4:**
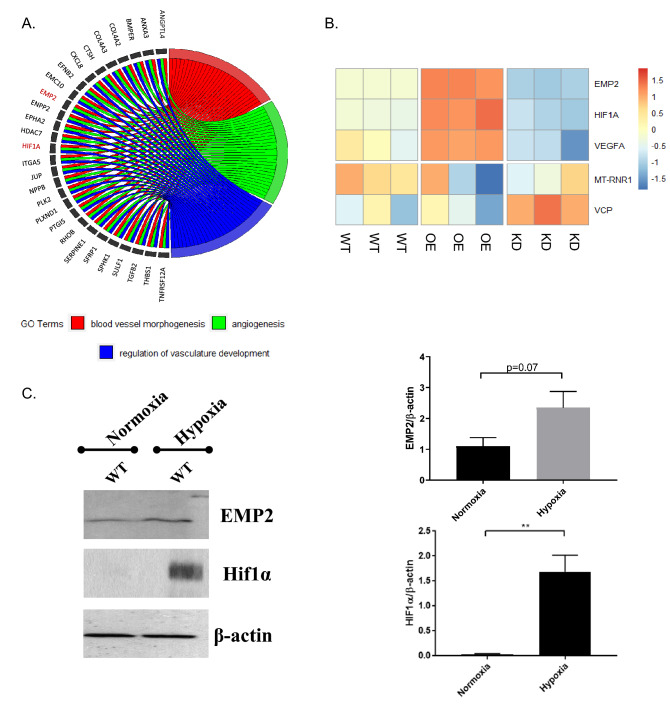
EMP2 regulates gene sets related to blood vessel morphogenesis. (**A**) Intersection of genes involved in neoangiogenesis and its related pathways depicted using a chord diagram. The chord diagram was generated in "GOplot", version 1.0.2 (https://CRAN.R-project.org/package=GOplot). (**B**) Heatmap of EMP2, HIF1α, and VEGFA expression in ARPE-19 cells with modified EMP2 levels. Successful EMP2 transcript alteration was confirmed for wild type (WT), EMP2 overexpressing (OE), and EMP2 knock down (KD) ARPE-19 cells. HIF1α and VEGFA expression correlates with EMP2 expression, with increased transcript levels in OE and decreased transcript levels in KD. The housekeeping genes MT-RNR1 (16S rRNA) and VCP were used as controls for normalization. All samples were performed in triplicate. (**C**) HIF1α expression is induced in ARPE-19 WT under hypoxic conditions. Analysis of HIF1α and EMP2 protein expression in WT ARPE-19 cells under normoxic conditions and following 2–4 h of hypoxic stress (0.5% O_2_). Bands were visualized using autoradiography. Bar diagrams depict mean values and standard error of the mean. Statistical significance was established using a Student’s *t*-test (unpaired, two-tailed). **, *p* = 0.0076. Original, uncropped blots are presented in Supplementary Fig. S3.

### EMP2 expression modulates HIF1α, VEGF, and VHL protein expression

Given the effects of EMP2 on HIF1α and VEGF expression, we next determined if EMP2 itself could be regulated by hypoxia (Fig. 4C). As expected, hypoxia increased HIF1α expression in WT ARPE-19 cells, and while an increase was also detected in EMP2 protein levels, this effect was not significant.

We next investigated the effects of EMP2 over- or under- expression during normoxic conditions and in the setting of hypoxic stress. In these experiments, two constructs were compared to verify the effects of the EMP2 shRNA vectors (termed KD#1 and KD#2), and the efficiency of EMP2 downregulation is shown in Fig. S1. Compared to the shCTRL, KD#1 reduced EMP2 by 31.4% while KD#2 reduced expression by 95% (Fig. S2). HIF1α protein expression was initially measured under normoxic conditions, and interestingly, EMP2 overexpression was sufficient to increase HIF1α protein expression even under normoxic conditions (Fig. S2A). In contrast, the WT, shCTRL, and KD cells demonstrated low to undetectable HIF1α protein expression in normoxia.

Next, we measured the effect of hypoxia on these proteins. Under hypoxic conditions, increased HIF1α and VEGF protein expression were observed in the EMP2 overexpressing compared to WT and shCTRL cell lines (Fig. S2B). Conversely, significantly reduced HIF1α and VEGF protein expression were observed in both shRNA knock down lines, while the shRNA control line had expression levels similar to the unmanipulated WT ARPE-19 cell line. We next examined the relative induction of HIF1α expression under both normoxia and hypoxia in all the cell lines. Significantly, while HIF1α was induced under hypoxic conditions in WT, shCTRL, and OE, no induction of HIF1α protein expression occurred in response to hypoxia in both shRNA knock down lines (Fig. 5A), suggesting that EMP2 expression is necessary for HIF1α induction in RPE cells.

**Figure 5:**
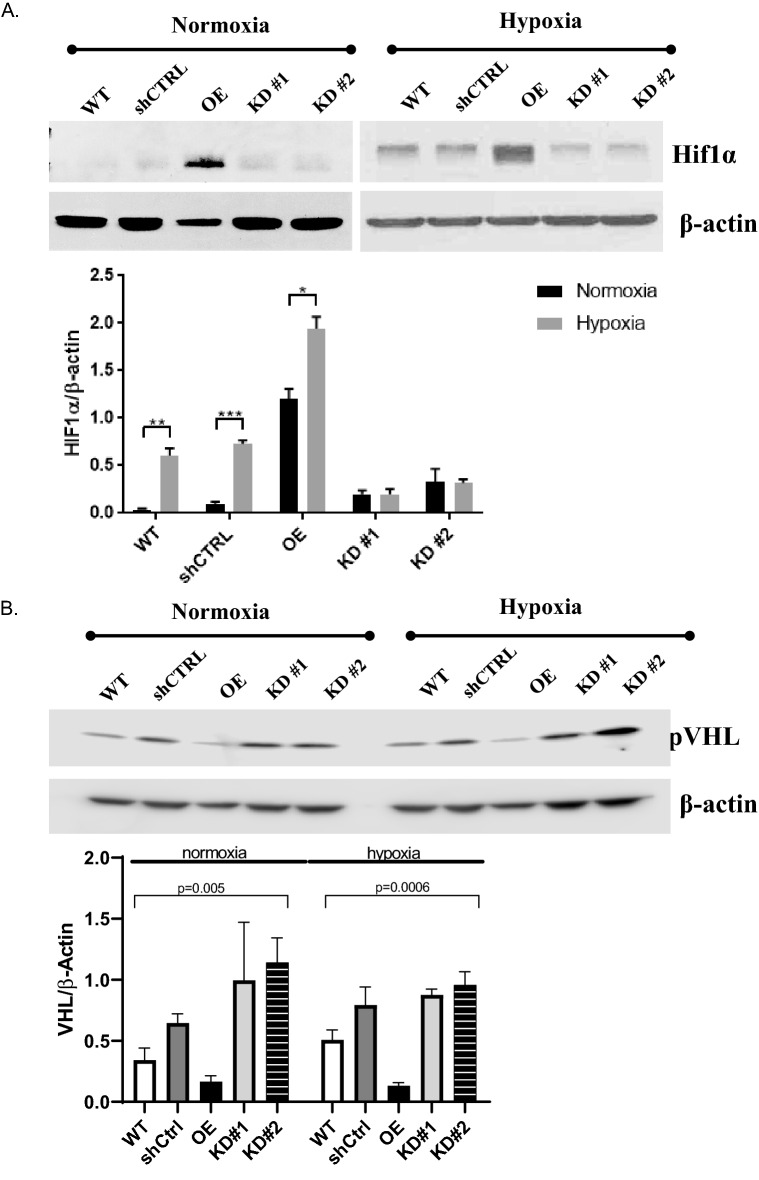
EMP2 expression modulates HIF1α and VEGF protein expression. (**A**, **B**) Analysis of HIF1α or VHL protein expression in WT, shRNA control (shCTRL), OE, shRNA KD #1, and shRNA KD#2 ARPE-19 cells under normoxic or hypoxic (0.5% O2 for 2–4 h) conditions, respectively. Quantification of protein expression under hypoxic conditions was determined using the LI-Cor Odyssey FC machine with images visualized using Image Studio software (Ver. 5.2). Expression of HIF1α or VHL was normalized to beta actin, for a minimum of 3 independent replicates. Bar diagrams depict mean values and standard error of the mean. Statistical significance was established using Student’s *t*-test (unpaired, two-tailed) for HIF1a or a one-way ANOVA for pVHL. Original, uncropped blots are presented in Supplementary Fig. S3.

Adaptive cellular responses to hypoxia are orchestrated by oxygen sensing mechanisms. In particular, the von Hippel-Lindau tumor suppressor protein (pVHL) regulates HIF-mediated adaptation, a process essential for normal RPE and retinal vasculature maintenance^21^. In the presence of oxygen, via recruitment of the E3 ubiquitin complex, pVHL promotes proteasomal degradation of HIF1α^22^. Under hypoxic conditions, pVHL is downregulated, allowing Hif1α stabilization. To measure VHL levels, ARPE-19 cells with modified EMP2 levels were grown under hypoxic or normoxic conditions and pVHL levels determined using western blot analysis (Fig. 5B). pVHL levels inversely varied with EMP2 under both hypoxic and normoxic conditions, providing a novel link through which EMP2 regulates HIF1α.

### EMP2 expression regulates migration of HUVEC endothelial cells

We next assessed whether EMP2 regulation results in paracrine secretion with functional responses in a HUVEC transwell migration assay. HUVEC cells were incubated with conditioned media from ARPE-19 cells with varying EMP2 expression that had been exposed to hypoxic stress, and migration through a transwell filter was quantified. Overexpression of EMP2 produced conditioned media that allowed for significantly increased numbers of cells migrated compared to WT (1.3-fold change, *p* = 0.0032) and shRNA control (1.3-fold change, *p* = 0.0022) cells (Fig. 6A,B). Conditioned media from cells with knockdown of EMP2 demonstrated reduced cell migration compared to media from WT (− 1.3-fold change, *p* = 0.0255) or shRNA control (− 1.3-fold change, *p* = 0.0241) cells (Fig. 6A,B).

**Figure 6:**
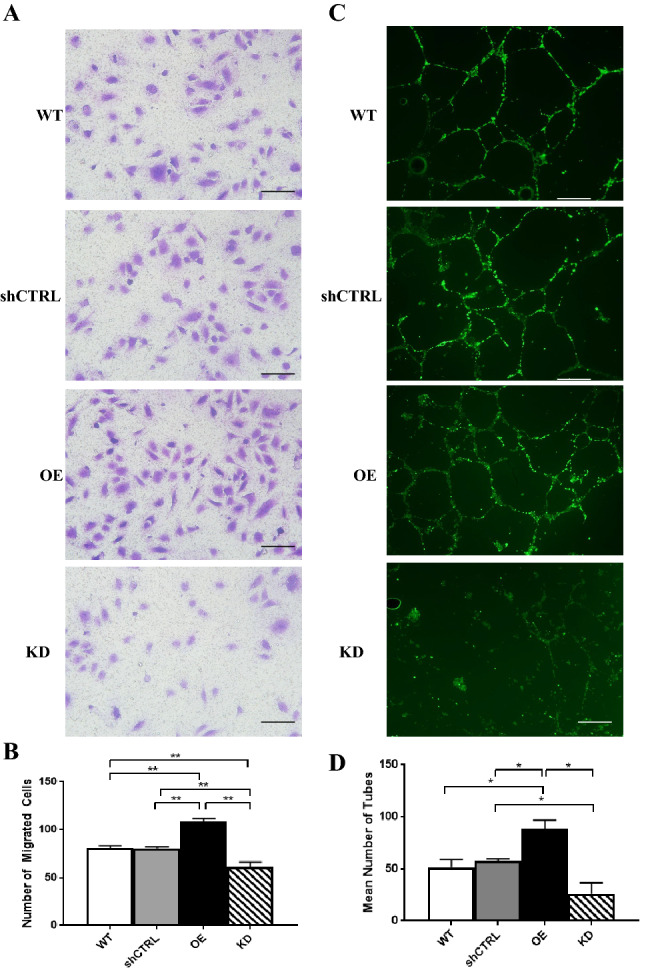
EMP2 expression regulates migration and tube formation of HUVEC endothelial cells. (**A**) Conditioned media was isolated from WT, shRNA control, OE, and shRNA KD#2 (labeled as KD) ARPE-19 cells exposed to 4 h of hypoxic stress (0.5% O2) and used in a transwell cell migration assay. Numbers of migrated cells were imaged and quantified (**B**). Three independent experiments were conducted, and statistical significance was established using Student’s *t*-test (unpaired, two-tailed). Bar diagrams depict mean values and standard error of the mean. Scale bar = 50 µm. (**C**) The morphology of HUVEC cells was analyzed following growth in WT, shRNA control, OE, and shRNA KD ARPE-19 conditioned media. Coverslips were stained with Calcein AM, imaged, and the number of tubes manually counted in a masked fashion. (**D**) Quantification of the number of tubes imaged above. Experiments were repeated three times, and statistical significance was established using an ANOVA test/Student’s *t*-test (unpaired, two-tailed). Bar diagrams depict mean values and standard error of the mean. Scale bar = 50 µm.

### EMP2 expression regulates tube formation of HUVEC endothelial cells

Capillary tube formation of HUVEC endothelial cells was assessed as another functional measure of EMP2 expression in the ARPE-19 model. The mean number of capillary tubes formed following incubation in conditioned media from the ARPE-19 panel with varying EMP2 expression was quantified. Overexpression of EMP2 resulted in significantly increased tube formation compared to WT (1.7-fold change, *p* = 0.0317) and shRNA control (1.5-fold change, *p* = 0.0269) cells (Fig. 6C,D). Conversely, knock down of EMP2 produced fewer numbers of tubes and more disorganized morphology compared to shRNA control (− 2.2-fold change, *p* = 0.0458) cells (Fig. 6C,D).

## Discussion

In this study, we attempt to clarify the relationship between the tetraspan membrane protein EMP2 and various mediators of angiogenesis including HIF1α and VEGF under hypoxic conditions using a model RPE cell line. Using a novel panel of ARPE-19 cell lines modified to overexpress or reduce EMP2 protein, we demonstrate that there is a positive correlation between EMP2 expression and HIF1α and VEGF expression, at both the RNA and protein level, and an inverse correlation with pVHL. Additionally, we demonstrate that these EMP2 mediated changes under hypoxic conditions alter the secretion of a paracrine factor in conditioned media that can result in significant functional changes in both a HUVEC transwell migration assay as well as capillary tube formation assay.

HIF1α is considered a master transcriptional regulator of cellular and developmental responses to hypoxia, leading to the transcription of dozens of genes involved in angiogenesis, erythropoiesis, cell proliferation, and survival^23,24^. HIF1β is a constitutively expressed subunit, while HIF1α is an oxygen-regulated subunit. Under normoxic conditions, HIF1α is rapidly degraded via the ubiquitin mediated protease pathway, while protein degradation is prevented under hypoxia to allow HIF1α levels to accumulate rapidly^25^. HIF1α is typically expressed only under conditions of hypoxic stress; however, EMP2 overexpression alone under normoxia appears sufficient to induce HIF1α. Mechanistically, we propose that EMP2 mediated changes in HIF-1α occur through an inability to ubiquitylate HIF-1α due to loss of pVHL. This would result in HIF-1α stabilization, increased HIF transcriptional activity, and finally up-regulation of HIF target genes such as VEGF. EMP2 overexpression in the setting of hypoxia appears to have a greater than additive effect on HIF1α expression, and knock down of EMP2 greatly reduces HIF1α expression, even under strong hypoxic stress. While the exact link between EMP2 and pVHL is unknown, no significant differences in VHL mRNA levels were observed between cell lines (data not shown), suggesting a post-transcriptional regulation of VHL.

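VHL, which encodes the substrate receptor of the ubiquitin ligase for HIF-α (GRCh38 chromosome 3, 10141778 to 10153667), was at 57.9 ± 6.22 CPM in WT, 59.0 ± 3.44 CPM in OE and 53.9 ± 3.31 CPM in KD cells in normoxia (SD, n = 3 each). The log2 fold change was 0.03 in OE cells (standard error 0.09, adjusted p = 0.912 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.10 in KD cells (standard error 0.09, adjusted p = 0.516 from the same edgeR test). In hypoxia VHL was at 42.1 ± 3.89 CPM in WT, 46.9 ± 4.60 CPM in OE and 49.4 ± 3.39 CPM in KD cells, and neither difference passed the test (adjusted p = 0.221 and 0.0846 from edgeR). Within WT cells VHL fell by 0.46 in hypoxia on the log2 scale (standard error 0.09, adjusted p = 2.89e-04 from edgeR). An antisense transcript overlaps exons of VHL, so a part of these reads cannot be assigned with certainty. Of 16 genes of VHL and HIF regulation, 2 were higher and 3 lower in OE cells in normoxia (3 and 3 when adjusted over the list alone), and 4 were lower in KD cells, also when adjusted over the list alone (2 without WT replicate 1, 2 or 3 or KD replicate 3, and 1 without KD replicate 2). EPAS1, which encodes HIF-2α, fell from 1069 ± 23.6 CPM in WT cells to 323 ± 9.32 CPM in OE cells and to 619 ± 21.2 CPM in KD cells, and was at 486 ± 21.7 CPM in VC cells. SIAH2, a ubiquitin ligase gene for HIF prolyl hydroxylases, rose by 0.66 in OE cells on the log2 scale.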

The RNA sequencing data and the eyeIntegration data are consistent in showing high levels of EMP2 in RPE and cornea. The RPE is important in abnormal retinal neovascularization, and the major sources of VEGF-A in the retina are known to include the RPE, Muller cells, and ganglion cells^26,27^. VEGF has been identified to be an extremely important mediator of retinal neovascularization^1^, with current therapies for pathologic neovascularization focused on anti-VEGF therapy^4^. The observation that EMP2 is a novel regulator of VEGF supports our hypothesis that EMP2 may serve as a novel target for treatment of pathologic neovascularization in the retina.

This study supports further investigation of EMP2 as a therapeutic target for retinal neovascularization in diseases such as age-related macular degeneration (AMD), retinopathy of prematurity, and diabetic retinopathy. Current therapy involves directly targeting VEGF, however there is evidence of a ceiling effect with real world anti-VEGF treatment^9,10,28^, and investigation of other therapeutic agents is needed. EMP2 may be a novel regulator of angiogenesis in RPE cells, and targeting of EMP2 may potentially allow control of VEGF expression through an alternate pathway, thereby bypassing some of the issues with direct anti-VEGF therapy. Our group has evidence that inhibition of EMP2 through antibody blockade is effective in other models of angiogenesis, including corneal neovascularization^13^ and proliferative vitreoretinopathy^20^ as well as animal tumor models of glioblastoma and breast cancer^19,26,27^. Further work with retinal and choroidal endothelial cells^29^, primary RPE cells, and in vivo models of retinal neovascularization should be pursued to evaluate the therapeutic benefit of targeting EMP2 in retinal vascular disease.

## Materials and methods

### Cell culture

Retinal pigment epithelium (ARPE-19) cells were obtained from the ATCC (catalog number CRL-2302) and cultured using Dulbecco’s modified Eagle’s media F-12 supplemented with 10% fetal bovine serum, 1% 100X HEPES, 1% L-glutamine, and 1% Penicillin/Streptomycin at 37 °C in a 5% CO_2_ humidified incubator (normoxia). EMP2-overexpressing (OE) and vector control (VC) ARPE-19 cell lines were created through stable transfection of ARPE-19 cells with an EMP2-overexpressing or a control construct via retroviral transduction, as previously described^23^. EMP2 reduction in ARPE-19 cells was facilitated through lentiviral delivery of short-hairpin RNA specific to EMP2 (Sigma-Aldrich, St. Louis, MO). Two different knockdown clones (KD #1, TRCN0000322386 and KD #2, TRCN0000322911) were generated and evaluated for efficiency. An additional control ARPE-19 cell line (shCTRL) was obtained through lentiviral infection of cells with a non-target short-hairpin RNA control construct. EMP2 expression in VC and shCTRL cell lines did not differ compared to ARPE-19 wildtype cells, as observed via western blot (Fig. S1).

ARPE-19 cell lines were cultured for two weeks in normoxic conditions prior to exposure to hypoxia. Hypoxic conditions were created by placing the cell cultures into a hypoxic chamber (BioSpherix, Parish, NY) at 37 °C with 0.5% O_2_, 5% CO_2_, and balance N_2_ (UCLA Cylinder Management, Los Angeles, CA). Based on previous evidence of maximum HIF1α induction occurring after 4 h of hypoxia, cell cultures were kept in the hypoxic chamber for 2–4 h^30^. Supernatants from cell cultures were collected 4 h post-hypoxia induction, centrifuged to remove cell debris, and stored at − 20 °C. The culture plate wells were rinsed with 1× DPBS (Corning, Oneonta, NY), and cell lysates were prepared immediately using Laemmli lysis buffer.

Human Umbilical Vein Endothelial Cells (HUVECs, ATCC, Manassas, VA) were cultured using VEC MCDB-131 complete media (VEC Technologies, Rensselaer, NY) at 37 °C in a humified 5% CO_2_ incubator. HUVECs used for in vitro assays were used at passage 4.

### SDS-PAGE/western blot analysis

ARPE-19 cell lysates were prepared using Laemmli lysis buffer. For EMP2 detection, lysates were treated with N-glycosidase F (New England Biolabs, Beverly, MA) for 90 min at 37 °C to remove N-link glycosylation. Proteins were separated on 4–20% SDS-PAGE gels (ThermoFisher Scientific, Grand Island, NY) under reducing conditions before transfer to nitrocellulose membranes. The membranes were blocked with 10% nonfat dry milk in tris-buffered saline with 0.1% Tween-20 (TBSt) and probed in 5% nonfat dry milk in TBSt, with the following antibodies: anti-human EMP2 antisera^11^ (1:2000 dilution), anti-HIF1α (1:500 dilution; clone 54, BD Bioscience, San Jose, CA), anti-VHL (1:1000, clone 6457, Cell Signaling), anti-VEGF (1:200 dilution; clone A-20, Santa Cruz Biotechnology, Dallas, TX), and anti-β-Actin (1:20,000 dilution; clone 19D59, US Biologicals, Salem, MA). Protein bands were detected using horseradish peroxidase (HRP)-labelled secondary antibodies (Southern Biotech, Birmingham, AL) and visualized with chemiluminescence using Crescendo Western Substrate (EMD Millipore, Burlington, MA). Bands were detected using via X-ray film or by the LI-Cor Odyssey Fc imaging System. Bands via the LI-Cor imaging system were processed using the Image Studio software with exposure times set between 30 s and 5 min (Ver. 5.2; LI-Cor, Lincoln, Nebraska).

Band density in both cases was quantified using NIH ImageJ software. Samples were normalized to β-Actin to account for loading variation. At least three individual experiments were performed. Data were assessed for normality using the Shapiro–Wilk test, and statistical significance established using Student’s *t*-test (unpaired, two-tailed).

### Cell migration assay

HUVECs were seeded into the top compartment of the transwell insert of Boyden chambers (24-well plate, Corning). 300 µl of conditioned media from WT, OE, KD, and shCTRL cells were added to the bottom compartment of the chambers. Chambers were placed in a humidified incubator with 5% CO_2_ at 37 °C for 4 h. The transwell inserts were gently washed with 1× DPBS (Corning), fixed with 4% paraformaldehyde, and stained with 0.2% crystal violet. The inserts were then washed with distilled water and left to dry overnight at room temperature. Lastly, the inserts were imaged using an Olympus BX-51 (Waltham, MA) microscope and migrated cells were quantified. Three independent experiments were conducted, and statistical significance was established using Student’s *t*-test (unpaired, two-tailed).

### Tube formation assay

Sterile glass cover slips were placed in 12-well plates, and 50 µl per cm^2^ of Geltrex (Thermofisher Scientific) was coated onto each cover slip’s surface. The plates were incubated for 30 min at 37 °C. HUVECs were seeded onto the coated coverslips with the previously collected conditioned ARPE-19 media. The coverslips were incubated for 6 h in a humidified incubator with 5% CO_2_ at 37 °C. Calcein AM (ThermoFisher Scientific) was added to each well and incubated for 30 min at 37 °C. The coverslips were carefully removed and mounted onto slides, evaluated, and quantified using a 10× objective on a fluorescent Olympus BX-51 (Waltham, MA) microscope. All fields were manually counted in a masked fashion for each culture condition. Each experiment was repeated three times, and statistical significance was established using an ANOVA test/Student’s *t*-test (unpaired, two-tailed).

### RNA sequencing

Total RNA was extracted from cells using RNeasy Mini Kit (Qiagen) and RNA concentration was measured using a Nanodrop spectrophotometer (ThermoFisher Scientific). Three replicates of each sample at 2 µg of RNA were submitted for sequencing and analysis (Technology Center for Genomics and Bioinformatics, UCLA). The methods for EyeIntegration RNA sequencing and library preparation was using the KAPA RNA HyperPrep Kit with RiboErase (Roche Sequencing, cat#KK8561, Pleasanton, CA, USA), according to the manufacturer’s instructions. The work flow consisted of rRNA depletion, cDNA generation, end repair to generate blunt ends, A-tailing, adaptor ligation, and PCR amplification. Different adaptors were used for multiplexing samples in one lane. Sequencing was performed on the Illumina HiSeq3000 System for a single-read 50 run (Illumina, San Diego, CA). Data quality check was done on Illumina SAV. Demultiplexing was performed with the Illumina Bcl2fastq2 v 2.17 program. The raw data has been deposited into the NCBI’s Gene Expression Omnibus (ascension number: GSE151610). The reads were mapped to the latest UCSC transcript set using STAR—2.27a and GRCh38. After obtaining gene counts, the counts were normalized by TMM. The Principal Component Analysis (PCA) was applied to the transcript counts. Differential gene expression analysis was performed using DEseq2 (version 1.26.0). Hypergeometric testing was performed by the clusterProfiler package (FDR < 0.05) using a background list of all genes tested for significant expression changes. For all results of differential gene expression analysis, the filter of FDR-adjusted *p* < 0.01 was applied. All figures were generated in R (RStudio, version 1.2.5033). Comparison of three condition levels (KD, WT, and OE) to obtain differentially expressed genes was performed using the likelihood ratio test (LRT) within DEseq2 (version 1.30.1). The top 1000 genes that passed the FDR < 0.01 filter value were input into clustering analysis. The degPatterns tool within the DEGreport R package (version 1.26.0) was used to identify and visualize gene groups with similar expression profiles using a hierarchical clustering approach. Default parameters were used except the minimum number of genes per cluster was set to 1 (minc = 1). Gene ontology enrichment analysis was performed with the clusterProfiler R package (version 3.18.1) on genes belonging to Groups 1 (n = 506) and 2 (n = 391). The background gene set for hypergeometric testing included all genes tested for significance in the LRT (gene with ≥ 10 counts across all samples). The hypergeometric test used Benjamini–Hochberg correction and an adjusted p cutoff of 0.05. Dot plots generated from GO analysis results included the top 10 enriched terms for the biological property ontology ordered by gene ratio, the number of genes related to a GO term divided by the total number of significant genes. Heatmaps were generated in R using pheatmap^31^, version 1.0.12 (https://CRAN.R-project.org/package=pheatmap). The chord diagram^32^ was created in “GOplot”, version 1.0.2 (https://CRAN.R-project.org/package=GOplot).

### EyeIntegration analysis

The NEI EyeIntegtration web resource (available in the public domain at https://eyeIntegration.nei.nih.gov), is an interactive web app that allows for transcript and gene comparisons across the largest set of transcriptomes from curated human eye tissues and dozens of other body tissues^28^. EyeIntegration (version 1.05) was queried for differential expression of EMP2 using the Gene 2019 dataset for relative expression in specific eye tissues of interest including adult cornea, adult retina, fetal retina, adult RPE, fetal RPE, and RPE cell line. Expression in lung was used as a positive control, and expression in whole blood as a negative control. Box plot visualizations were generated using the NEI EyeIntegration web app.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets used and/or analyzed during the current study available from the corresponding author on reasonable request. Uncropped images of the western blots used in this paper are provided in Supplementary Fig. S3.

## Abbreviations

AMD: Age related macular degeneration
ARPE-19: Adult retinal pigment epithelial cell line-19 (ATCC: #CRL-2302)
EMP2: Epithelial membrane protein 2
HIF1α: Hypoxia inducible factor 1-alpha
HUVEC: Human umbilical vein endothelial cells
KD: Knock down
OE: Overexpressing
RPE: Retinal pigment epithelium
VC: Vector control
VEGF: Vascular endothelial growth factor
WT: Wild type

# Supplementary material for: Epithelial membrane protein 2 (EMP2) regulates hypoxia-induced angiogenesis in the adult retinal pigment epithelial cell lines
**Source:** Sci Rep. 2022 Nov 12;12:19432. doi: 10.1038/s41598-022-22696-x
**Supplement:** Supplementary file 1 — Supplementary Information.

## Slide 1

Supplementary Dataset File for Manuscript:
Epithelial membrane protein 2 (EMP2) regulates hypoxia-induced angiogenesis in the adult retinal pigment epithelial cell lines
Michel Sun, Nina Cherian, Lucia Liu, Ann M. Chan, Brian Aguirre, Alison Chu, Jason Strawbridge, Esther S. Kim, Meng-Chin Lin, Irena Tsui, Lynn K. Gordon, Madhuri Wadehra

## Slide 2

Figure S1
Figure S1: EMP2 expression in ARPE-19 panel under normoxic conditions. Quantification of EMP2 protein expression by densitometry, normalized to beta actin under normal oxygen conditions in WT, shCTRL, OE, shRNA KD #1, and shRNA KD#2 ARPE-19 cells, for a minimum of 3 independent replicates. Statistical significance was established using a Student’s t-test (unpaired, two-tailed).

## Slide 3

Figure S2
Normoxia
shCTRL
KD #1
KD #2
OE
WT
A
EMP2
Hif1α
β-actin
Hif1α
Hypoxia
shCTRL
KD #1
KD #2
OE
WT
EMP2
Hif1α
VEGF
β-actin
B
EMP2
VEGF
HIF1α
Figure S2: Analysis of EMP2, HIF1α, and VEGF protein expression. (A, B) EMP2, HIF1a, and VEGF protein expression were analyzed in WT, shCTRL, OE, shRNA KD #1, and shRNA KD#2 ARPE-19 cells grown under normoxic conditions or following 2-4 hours of hypoxic stress (0.5% O2). Quantification of protein expression under hypoxic conditions by densitometry normalized to beta actin, for a minimum of 3 independent replicates. Statistical significance was established with multiple student's t-test using the Holm-Sidak method (alpha = 0.05).

## Slide 4

Figure S3
Normoxia
Hypoxia
Normoxia
Hypoxia
Normoxia
Hypoxia
WT
WT
EMP2
EMP2
Hif1α
β-actin
B-Actin

## Slide 5

Figure S3
Hypoxia
Normoxia
shCTRL
KD #1
KD #2
OE
WT
shCTRL
KD #1
KD #2
OE
WT
Hif1α
β-actin

## Slide 6

Figure S3
Hypoxia
Normoxia
Hypoxia
Normoxia
shCTRL
KD #1
KD #2
shCTRL
KD #1
KD #2
OE
WT
OE
WT
shCTRL
KD #1
KD #2
shCTRL
KD #1
KD #2
OE
WT
OE
WT
pVHL
β-actin
pVHL
β-actin

## Slide 7

Figure S3
Normoxia
shCTRL
KD #1
KD #2
OE
WT
A
EMP2
HIF1a
HIF-1a
β-actin
EMP2
B-Actin
Parallel blots were run; blot for B-actin and HIF1a were split to allow for simultaneous probing on the same blot.

## Slide 8

Figure S3
Hypoxia
shCTRL
KD #1
KD #2
OE
WT
EMP2
Hif1α
VEGF
β-actin
HIF1a
VEGF
B-Actin
Parallel blots were run.

How the deposited data were processed for this re-analysis (not part of the article)

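RNA sequencing was read for 24 libraries of ARPE-19 cells, 3 each of wild type (WT), vector control (VC), EMP2 overexpressing (OE) and EMP2 knock down (KD) cells in normoxia and in hypoxia. Every comparison has 3 libraries per group. The labels give each group the numbers 1 to 3 and call the OE libraries of set 3 by another name (OE1) than those of the other sets (OE2). They do not name the knock down line, and a line with a control short hairpin RNA is not among the samples. A difference between lines therefore holds for these lines and not for EMP2 alone.

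The authors made the counts by mapping reads of 50 bases with STAR 2.27a to GRCh38 and counting the reads of each gene, after preparation with KAPA RNA HyperPrep and RiboErase. The paper names the latest UCSC transcript set for this, while the heading of the alignment report names Ensembl 98, and the strand setting of the counting is not stated. The normalized signal values were made by the authors, who divided these counts by the TMM-scaled size of each library, so that a library is its counts times 1 factor. Of 530927 values above 0, 100% were whole reads after that factor was undone, within 0.01 reads, and 100% equalled the deposited counts. The count test on the reads recovered in this way called the same number of genes in each comparison, 7814 for KD, WT and OE cells in normoxia. The deposited alignment report gives other values, the number of uniquely mapped reads per library and their fraction.

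The libraries held 10796813 to 19779450 counts (median 15992615). Counts of genes were 64.9% of the uniquely mapped reads in the first OE library in hypoxia and 90.0% to 91.5% in the others. A count of 0 allows up to 0.150 to 0.252 CPM in a library, taking 3 counts as the upper limit. These limits cover counting error only: pairs of libraries of a group differed by 2.27 to 44.8 times the counting variance (chi-square per degree of freedom, 24 pairs).

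Genes with at least 10 counts in total were kept, which left 24873. The counts were normalized by TMM and fitted with edgeR 4.0.16 in R 4.3.3 as a single quasi-likelihood model with robust dispersions and 8 groups. Calls were made at a Benjamini-Hochberg adjusted p under 0.01, the threshold the paper names. KD, WT and OE cells were compared together with an F-test of 2 coefficients at each oxygen level, and in pairs. Hypoxia was compared with normoxia within each line, and the difference of these responses between OE or KD and WT cells was tested as an interaction. Means and SD are of CPM over 3 libraries. The 1000 genes with the smallest p of the F-test were sorted by the order of their group means. Sets of genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01 over 35 lists and the 20 terms of Tables 1 and 2, and again with an estimated correlation. List members were also adjusted over the list alone.

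The genes named were every gene the paper names for its RNA sequencing, the 10 largest changes in each direction per comparison among called genes with at least 10 CPM in the higher group and no overlap of the libraries, up to 4 called members of each list with the largest change, any called member against the majority of its list, and any group of 5 or fewer.

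The procedure was tested on simulated data with the mean levels of WT cells in normoxia, the depths of the 24 libraries and the fitted dispersions. The alternatives were another scaling (RLE), other filters on low counts, an adjusted p under 0.05, removal of mitochondrial and ribosomal RNA genes, fits of the compared libraries alone, the replicate number as a block, each library and each replicate number left out, VC in place of WT, oxygen as a covariate, limma on the normalized values, DESeq2 1.42.0, and divisive clustering (cluster 2.1.8.1) in place of sorting. The paper's statements concern WT, OE and KD cells, and VC values were added beside them after the results were seen, for some genes and lists, most of which VC cells change alike. Calls shared with VC cells are set beside the overlap of independent lists and that of 10 simulations of unchanged groups, since both comparisons use the same WT libraries. The simulated groups hold no changed genes, so they cannot measure what the shared WT libraries add to lists of changed genes. MCF-12A cells and the protein measurements are not analysed here.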

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

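The tests of genes found in VC cells alone, of the level of HIF target genes in hypoxic OE cells and of the share of their response, and the splits of VC against WT cells, were chosen after these results were seen. The other tests in this part were set before their results.

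The response to hypoxia differed between OE and WT cells for 1536 genes, 828 with a higher and 708 with a lower log2 response in OE cells (interaction test of edgeR, Benjamini-Hochberg adjusted p under 0.01). It differed between KD and WT cells for 245 genes, 168 higher and 77 lower (144 and 99 with mitochondrial and ribosomal RNA genes removed, 158 and 111 with limma). Without replicate 2 in all groups these counts were 477 and 15, and without replicate 3 they were 776 and 57. Without OE hypoxia replicate 1 alone, the number in OE cells was 2273. The number in KD cells was 161 without WT normoxia replicate 1, 156 without WT hypoxia replicate 2 and 140 without KD normoxia replicate 2. In fits of the compared libraries alone, 888 genes were called for OE and 605 for KD cells, and of 100 splits of the same libraries 2 gave as many in each case, the real split included. The largest other splits called 3378 and 2830 genes, several times the real counts, which points to a structure of the samples: splits mix libraries of different line and oxygen level, so they are no test of the interaction and leave chance open.

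HIF target genes responded less in OE cells. Of 38, 30 had a lower response to hypoxia in OE than in WT cells (35 when adjusted over the list alone, camera adjusted p = 3.36e-75, and adjusted p = 2.27e-05 with an estimated correlation). VEGFA rose 1.56 in WT cells, and its response in OE cells differed by -1.24 (standard error 0.12, adjusted p = 2.17e-08 from edgeR). NDRG1, a stress response gene, differed by -2.34 (standard error 0.12, adjusted p = 1.79e-14 from edgeR). Of 16 genes of glycolysis, 12 responded less in OE cells (15 when adjusted over the list alone, camera adjusted p = 3.77e-27, and adjusted p = 0.00797 with an estimated correlation). Many of these 16 genes, such as LDHA, PGK1 and HK2, are also on the list of HIF target genes, so this is not a separate result. Of 24 genes of cholesterol synthesis, 9 had a higher response in OE cells than in WT cells (11 when adjusted over the list alone, camera adjusted p = 3.44e-09, but adjusted p = 0.170 with an estimated correlation). In KD cells 11 of them had a lower response (15 when adjusted over the list alone, camera adjusted p = 1.45e-39, and adjusted p = 0.001 with an estimated correlation), among them HMGCS1 at -1.46 (standard error 0.15, adjusted p = 1.25e-06 from edgeR).

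The smaller response of the HIF target genes does not rest on OE hypoxia replicate 1, since 32 of them had a lower response without that library. A ceiling on genes already high in normoxic OE cells is argued against too, since 26 were lower in hypoxic OE than in hypoxic WT cells. The labels give 4 h of hypoxia for every line. Less or shorter low oxygen in the OE cultures than labelled remains open, because the design ties each culture to its line. All 2452 genes raised in WT cells kept a median share of 0.467 of the WT log2 response in OE cells (quartiles 0.167 to 0.783), 0.879 in KD and 0.658 in VC cells. The genes were selected by their rise in WT cells, which tends to overstate the WT response. Shares in the other lines therefore tend to lie under 1 even for an equal response, by an amount that was not measured. Genes of the unfolded protein response that WT cells raised kept a median share of 0.979 of the WT log2 response in OE cells (12 genes), HIF target genes 0.304 (34 genes, 0.851 in KD and 0.763 in VC cells) and glycolysis genes 0.253 (14 genes), but these classes may answer to different oxygen levels and times. The lists of HIF target genes and of glycolysis share many genes.

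VC cells, which the RNA sequencing results of the paper do not report, differed from WT cells in 8899 genes in normoxia, 4915 higher and 3984 lower. In a fit of these 6 libraries 10297 genes were called, and the highest other of 10 splits called 0, too few splits for a share under 0.05. In normoxia 113 genes were at 10 or more CPM in VC cells and under 0.5 CPM in WT, OE and KD cells. Of these, chosen after their values were seen, IGFBP4, which encodes a binding protein of insulin-like growth factors, was at 830 CPM, the elongation factor gene EEF1A2 at 776 CPM and COL6A2, a collagen gene, at 436 CPM. The homeobox genes HOXB3, HOXB6 and HOXA3 were at 79.6, 36.1 and 32.9 CPM. Some transcription factor genes of the eye were lower in normoxic VC cells. Against the mean of the other lines, RAX was at 0.182, OTX2 at 0.307, MITF at 0.359, SIX3 at 0.369, PAX6 at 0.655 and LHX2 at 1.09.

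OE cells, made with the same kind of virus, had 1 such gene of their own, so transduction did not give that line many. Genes that transduction raised in both lines are left out of both counts by the rule. The counts therefore cannot decide on retroviral transduction as such. Cells of another source mixed into the VC cultures and a change within the VC line itself, as in a clone, cannot be told apart. Other cells would dilute genes of like level in the other lines, by a share that is not known, and a clone may gain genes without losing others. Of 6418 such genes in normoxia, 227 were under 50% of the other lines in VC cells, 6 under 20% and 0 under 10%, against 57, 6 and 4 of 4913 genes in OE cells and 60, 12 and 4 of 5121 in KD cells. In hypoxia 300 of 5531 were under 50% in VC cells, 15 under 20% and 0 under 10%.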

How the results depend on the processing

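The fit without the VC libraries and the reads recovered from the normalized values were chosen after the data were seen, and all other alternatives were planned. Of 443 settings of counts and orders of genes, 413 stayed within 1.5 times the reported count and 30 did not. Of 1702 settings of list members, 1591 stayed within that range and 111 did not. For named genes, 2256 of 2323 settings gave the same call, 65 lost it and 2 reversed. With the replicate number as a block (replicate block), 8028 genes were called among KD, WT and OE cells in normoxia and 9535 in hypoxia. No scaling moved the share of higher calls by 10 points or the median of all genes by 0.1.

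Leaving out a library or a replicate number gave these ranges, the lowest in each without replicate 2 in all groups: 5080 to 7498 genes among KD, WT and OE cells in normoxia, 3025 to 4706 for OE against WT in normoxia, 2201 to 3842 and 2484 to 4281 for KD against WT in normoxia and hypoxia, and 3082 to 4874, 2645 to 5196, 1611 to 4055 and 2484 to 4512 for hypoxia in WT, VC, OE and KD cells. For the difference in response to hypoxia they were 477 to 2273 in OE cells and 15 to 239 in KD cells. Fewer libraries give fewer degrees of freedom, and why replicate 2 weighs most was not tested.

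With VC in place of WT, 11787 genes differed in normoxia. With only the libraries of the groups compared, 3411 genes were called for OE against WT in hypoxia, 6081 for OE against VC in hypoxia, 762 for hypoxia in OE cells, and 888 and 605 for the difference in response in OE and KD cells. Without a filter the last was 374, and with DESeq2 453. At an adjusted p under 0.05 there were 5571 genes for hypoxia in OE cells and 2549 and 504 for the difference in response, as a wider threshold must give. Divisive clustering put 464 genes in the group lowest in OE cells in hypoxia. With an estimated correlation 9 of the 35 lists were called in normoxia and 6 in hypoxia, against 20 and 15 with the preset one. Beyond these constructions the cause was not tested.

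The log2 fold change of BEST1 OE against WT hypoxia reversed, from 2.98 to -0.20 without replicate 1 and to -0.10 without OE hypoxia replicate 1, and was 3.69 without replicate 2. The numbers 1 to 3 were not taken as pairs, although the labels call them sets. Libraries of the same number had a median correlation of deviations of 0.129 (84 pairs, -0.257 to 0.493) and those of other numbers -0.0858 (168 pairs), and 12 of 24 libraries were closest to their own number. An effect shared by a set is not excluded, and the number was fitted as a block only among the alternatives. In simulated data with 50 changed genes per size, edgeR called 56% of changes of 1.5 times, 80% of 2 times, 96% of 4 times and 98% of 8 times, and its interaction test 24%, 74%, 92% and 98%.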

Differences from the paper's values

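The paper's number of genes that rise with EMP2 among the top 1000 is 506, the size of a group from clustering. Sorting by means counts only genes in the order KD, WT and OE, while a group from clustering can hold other orders. In hypoxia 327 genes had means in the order KD, WT and OE. Of the alternatives set before the data were examined, divisive clustering (436) and leaving out replicate 1 (346) lie within 1.5 times the paper's number. The divisive group of 436 also holds 109 genes in the order WT, KD and OE. The others do not lie within that range: RLE scaling, either other filter, the replicate block, removal of mitochondrial and ribosomal RNA genes, only the libraries compared, leaving out replicate 2, replicate 3 or any single library, limma, and DESeq2 over all libraries or over 9. An adjusted p under 0.05 cannot change which genes have the smallest p and gave the same number, 327. Divisive clustering in normoxia gave a group of 487, with 401 genes in the order KD, WT and OE and 86 in the order KD, OE and WT. The paper's methods and legends do not name the oxygen level of the 506 genes, and in normoxia the number by sorting was 411. The genes of its Tables 1 and 2 were also among the 1000 more often in normoxia (105 of 148 and 93 of 125) than in hypoxia (84 and 75).

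The paper states that RPE markers were similar in OE and KD cells, shown as a heatmap, and proposes that they were not lost. A test for any difference from WT cells is another measure. Of the paper's 14 markers, 10 differed from WT in OE cells and 10 in KD cells in normoxia, SERPINF1 by -4.28 in OE cells and 1.43 in KD cells on the log2 scale, while MITF and BEST1 passed in neither line. VC cells, in which EMP2 did not pass the test against WT, also differed from WT cells in most of the 14 in normoxia. The paper states that HIF1A and VEGFA mRNA followed EMP2, and its abstract names hypoxia for this. In normoxia both were higher in OE and lower in KD cells. By the F-test of KD, WT and OE cells together, both genes passed in normoxia (adjusted p = 1.02e-12 for HIF1A and 1.12e-06 for VEGFA from edgeR). In pairs with WT cells, the normoxic calls of VEGFA in both lines and of HIF1A in KD cells were each lost without most of the single libraries compared. In hypoxia HIF1A was higher in OE cells and VEGFA was lower in KD cells. However, in hypoxia VEGFA was also lower in OE cells (log2 fold change -0.92) and HIF1A did not pass the test in KD cells (0.14). The paper reports no significant difference of VCP and MT-RNR1 between the lines. By the F-test of KD, WT and OE cells together, VCP passed in hypoxia (adjusted p = 6.03e-04 from edgeR) but not in normoxia. In pairs, VCP was higher in hypoxic OE cells than in WT cells by 0.30 and passed in no other pair of OE or KD with WT cells. In hypoxic OE cells VCP did not pass with only the libraries compared or without replicate 2. This call was also lost without WT hypoxia replicate 2, WT hypoxia replicate 3 or OE hypoxia replicate 2. MT-RNR1 did not pass in any comparison of OE or KD with WT cells.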

Other observations

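The splits of KD, WT and OE cells and of each pair of groups were chosen after the results were seen, while the tests for loss of strand information and for genomic DNA were set before theirs.

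In KD cells in normoxia, 13 of 22 YAP target genes were lower and 1 higher than in WT cells (15 and 1 when adjusted over the list alone, camera adjusted p = 4.55e-13, but adjusted p = 0.0200 with an estimated correlation). Of 26 genes of proliferation, 19 were lower in KD cells (25 when adjusted over the list alone, camera adjusted p = 3.80e-17, but adjusted p = 0.0172 with an estimated correlation), and 13 were lower in OE cells, also when adjusted over the list alone (camera adjusted p = 1.29e-05, but adjusted p = 0.183 with an estimated correlation). Of 19 p53 target genes, 12 were lower in KD cells, also when adjusted over the list alone (camera adjusted p = 5.95e-12, and adjusted p = 9.79e-04 with an estimated correlation). Of 17 complement genes, 9 were lower and 1 higher in OE cells (11 and 2 when adjusted over the list alone, camera adjusted p = 4.87e-07, and adjusted p = 8.51e-04 with an estimated correlation).

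Within WT cells, 2452 genes rose and 2798 fell in hypoxia, and 34 of 38 HIF target genes rose (36 when adjusted over the list alone, camera adjusted p = 5.62e-63, and adjusted p = 9.81e-05 with an estimated correlation). Hypoxia changed 5228 genes in VC, 3449 in OE and 4753 in KD cells. In hypoxic OE cells, replicate 1 differed from replicates 2 and 3 by 43.9 and 44.8 times the counting variance. The spread is thus unequal between the groups, and these counts do not rank the responses of the lines. Without replicate 2 the counts for WT, VC, OE and KD cells were 3082, 2645, 1611 and 2484, and with only the libraries compared 6417, 6487, 762 and 5925. VC cells differed from WT cells in 9920 genes in hypoxia, and OE from VC cells in 8327 genes in normoxia and 9502 in hypoxia.

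In OE hypoxia replicate 1, low genes that lie opposite an expressed gene rose against the 2 other OE libraries by a median log2 difference of 3.07 over genes with no overlap (542 and 3701 genes), while the highest difference in the other 23 libraries was 0.30. Loss of strand information in this library may account for these genes. Genomic DNA is argued against, since genes with no overlap had a median of -0.20. No biological explanation was tested.

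For KD, WT and OE cells together, fits of the compared libraries called 9733 genes in normoxia and 6611 in hypoxia. Of 100 splits in each case, 1, the real split, gave as many, and the highest others gave 2424 and 1862, so chance in the spread of these libraries is excluded, while chance differences between single cultures or lines are not tested. For each pair of groups there are 10 splits, too few for a share under 0.05. The real splits called 6470 and 3411 genes for OE against WT in normoxia and hypoxia, 5287 and 5313 for KD against WT, 9857 and 6081 for OE against VC, and 10297 and 10684 for VC against WT. They called 6417, 6487, 762 and 5925 for hypoxia in WT, VC, OE and KD cells, and the highest other was 0 in each.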
